# Ablation of DNA-methyltransferase 3A in skeletal muscle does not affect energy metabolism or exercise capacity

**DOI:** 10.1371/journal.pgen.1009325

**Published:** 2021-01-29

**Authors:** Lewin Small, Lars R. Ingerslev, Eleonora Manitta, Rhianna C. Laker, Ann N. Hansen, Brendan Deeney, Alain Carrié, Philippe Couvert, Romain Barrès

## Abstract

In response to physical exercise and diet, skeletal muscle adapts to energetic demands through large transcriptional changes. This remodelling is associated with changes in skeletal muscle DNA methylation which may participate in the metabolic adaptation to extracellular stimuli. Yet, the mechanisms by which muscle-borne DNA methylation machinery responds to diet and exercise and impacts muscle function are unknown. Here, we investigated the function of *de novo* DNA methylation in fully differentiated skeletal muscle. We generated muscle-specific DNA methyltransferase 3A (DNMT3A) knockout mice (mD3AKO) and investigated the impact of DNMT3A ablation on skeletal muscle DNA methylation, exercise capacity and energy metabolism. Loss of DNMT3A reduced DNA methylation in skeletal muscle over multiple genomic contexts and altered the transcription of genes known to be influenced by DNA methylation, but did not affect exercise capacity and whole-body energy metabolism compared to wild type mice. Loss of DNMT3A did not alter skeletal muscle mitochondrial function or the transcriptional response to exercise however did influence the expression of genes involved in muscle development. These data suggest that DNMT3A does not have a large role in the function of mature skeletal muscle although a role in muscle development and differentiation is likely.

## Author summary

Skeletal muscle is a plastic tissue able to adapt to environmental stimuli such as exercise and diet in order to respond to energetic demand. One of the ways in which skeletal muscle can rapidly react to these stimuli is DNA methylation. This is when chemical groups are attached to DNA, potentially influencing the transcription of genes. We investigated the function of DNA methylation in skeletal muscle by generating mice that lacked one of the main enzymes responsible for *de novo* DNA methylation, DNA methyltransferase 3A (DNMT3A), specifically in muscle. We found that loss of DNMT3A reduced DNA methylation in muscle however this did not lead to differences in exercise capacity or energy metabolism. This suggests that DNMT3a is not involved in the adaptation of skeletal muscle to diet or exercise.

## Introduction

Regulation of gene expression is a critical process in all cells and plays a defining role in achieving tissue- and cell-specificity, in the face of an identical genetic code. The control of gene expression is dependent upon transcription factors which, upon activation, bind to transcription factor-specific DNA motifs in promoter and/or enhancer regions, recruit co-factors and initiate transcription. Epigenetic modifications to DNA and histones add an additional level of control to gene expression by altering the structure of DNA and subsequent accessibility of transcriptional machinery to gene regulatory elements. DNA methylation is a major epigenetic modification that occurs at the 5’ position of cytosine residues within a cytosine-guanine (CpG) dinucleotide resulting in 5-methylcytosine. The presence or absence of 5-methylcytosine modulates the recruitment of methyl binding domain (MBD) proteins to the DNA and depending on the genomic context, may regulate transcription factor binding [1].

Skeletal muscle is a highly plastic tissue that displays a robust adaptive response to environmental stimuli such as physical exercise and diet. Muscle contraction results in large-scale transcriptional remodelling of metabolic, antioxidant and contractile genes which participate in the adaptation to the increased demands placed on the tissue [2]. This transcriptional remodelling is associated with changes in DNA methylation after both acute exercise [3–5] and exercise training [5–7]. For example, intense exercise in humans (80% maximal aerobic capacity) resulted in an immediate reduction in promoter methylation of *PPARGC1A*, *TFAM*, *MEF2A* and *PDK4* and expression levels of these genes were upregulated 3 hours later in an intensity-dependent manner [3]. However, exercise-mediated demethylation of promoter regions is transient and re-methylation quickly occurs, within 1–3 hours [3], suggesting possible directed methylation. Changes in nutritional status, either through diabetes status [8], fasting [9], weight loss [10] or diet [7,11] have also been shown to alter DNA methylation in skeletal muscle.

Despite an abundance of evidence that environmental stimuli such as exercise and diet can affect DNA methylation in skeletal muscle [12,13], the mechanisms by which DNA methylation machinery responds to these stimuli are still unclear. The regulation of DNA methylation is complex and involves multiple enzymes that actively methylate (DNA methyltransferases, DNMTs) or oxidize for potential demethylation (Ten-eleven translocation enzymes, TETs) of cytosine residues. DNA may also be demethylated passively (non-enzymatically) during cell division. The classical model of DNA methylation proposes that DNMT1 is responsible for maintaining DNA methylation marks through cell divisions, while DNMT3A and DNMT3B are thought to be primarily responsible for *de novo* methylation events [14]. Early work in the field observed that knockdown of *DNMT3B* in muscle cells *in vitro* could impede fatty acid-induced methylation of the *PPARGC1A* promoter [8]. However, as *Dnmt3a* is the most highly expressed DNMT isoform in skeletal muscle [15] we decided to focus on the role of DNMT3A in differentiated skeletal muscle to investigate the importance of *de novo* DNA methylation in the response of skeletal muscle to environmental stimuli (exercise and diet).

We generated muscle-specific DNMT3A knockout mice (mD3AKO) and investigated the impact of the loss of muscle DNMT3A on skeletal muscle DNA methylation, exercise capacity, energy metabolism and mitochondrial function. Additionally, by integrating DNA methylation and transcriptomics data, we report novel DNMT3A targets in differentiated skeletal muscle, regulated by promoter/gene body methylation.

## Results

### mD3AKO mice have reduced skeletal muscle DNA methylation

In order to delete *Dnmt3a* in muscle, we utilized the Cre-lox system with a muscle creatine kinase promoter driving Cre recombinase expression. mD3AKO mice had substantially reduced DNMT3A at the protein level compared to WT mice, specifically in skeletal muscle and heart and not in other tissues such as liver, kidney or brain (Fig 1A and 1B). 

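RNA was isolated from the *soleus* of 25 12-week-old mice and sequenced as 1 library per mouse. 5 WT and 7 mD3AKO mice were killed at rest, and 7 WT and 6 mD3AKO mice 60 minutes after a 30-minute treadmill bout. Among them, 13 mice were male and 12 female. At rest, 3 WT and 4 mD3AKO mice were male and 2 WT and 3 mD3AKO mice female. After exercise, 3 mice of each genotype were male and 4 WT and 3 mD3AKO mice female. Sex was therefore not balanced between rest and exercise. Ribosomal RNA was depleted from total RNA before strand-specific libraries were made and read as 75-bp paired ends. The authors counted the reads on the genes of mm10 GENCODE release 15 and deposited the counts of each gene and library without normalization or a filter on expression. For the processing of the reads the paper refers to an earlier study, and its text names neither the aligner nor the counting program, nor whether the counting used the strand of the reads. Between 31460362 and 34310946 reads (median 33170041) were counted on genes in the WT mice at rest, and between 26852372 and 37431801 (median 31354371) in the WT mice after exercise. In mD3AKO mice, the counts were between 22671457 and 37145467 (median 33641154) at rest and between 30555036 and 32189360 (median 31396321) after exercise. At the median over all libraries, 32189360 reads, 1 CPM is about 32.2 reads, which sets the precision for lowly expressed genes.

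From these counts, genes were kept with the filterByExpr function of edgeR, given the 4 groups of genotype and exercise, which left 16340 of 52636 genes. Counts were normalized with the TMM method and fitted with 1 mean per group and no term for sex. Main effects and the interaction were tested with edgeR's quasi-likelihood F test and Benjamini-Hochberg adjustment (FDR 5%). The main effect of genotype was the average of the differences at rest and after exercise, each with the same weight, and the main effect of exercise the average over both genotypes. Reads of *Xist* were at least 52.9 CPM in every female and at most 0.0944 CPM in every male, and those of *Ddx3y* at least 96.3 CPM in every male and at most 0.0937 CPM in every female. In mouse 15, a rested male mD3AKO mouse with the fewest counts, 39.5% of the counts fell on 3 ribosomal RNA genes, against 7.75% to 13.0% in the other 24 mice. Figure 1C shows 12 mice per genotype, and Fig 7B shows 3 of the 4 rested mD3AKO males. Fig 2G–2J show 6 rested mD3AKO mice, none of them at the *Ppargc1a* level of mouse 15, so mouse 15 was taken as the mouse these panels leave out. The paper gives no reason for leaving it out. The values behind Fig 1C, which differ from the CPM computed here, do not settle this for that panel. Paired with the mD3AKO libraries with the scale of each gene left free, those of *Dnmt3a* came closest with mouse 24 left out, with a root mean square difference of 0.0444 on the log2 scale, against 0.0740 with mouse 15 left out. Those of *Dnmt3b* came closest with mouse 6 left out, at 0.251, against 0.265 with mouse 24 and 0.267 with mouse 15 left out. The mean expression in the paper's S1 Spreadsheet, of which 1999 of 14931 genes were read here, was compared with that of these libraries. For this comparison the filter and the dispersion fit used 8 groups of sex, genotype and exercise. The median difference was 2.1e-06 log2 CPM over all 25 libraries, against at least 0.0052 with any library left out. Tests were therefore run on all 25 libraries, while CPM are given first over the 24 libraries without mouse 15 and then over all 25.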

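*Dnmt3a* (ENSMUSG00000020661) lies on the forward strand of chromosome 12 of mm10 from 3806007 to 3914443. Over the 24 mice, its expression was 119 ± 13.4 CPM (SD, n = 12) in WT mice and 41.5 ± 5.88 CPM (SD, n = 12) in mD3AKO mice, a reduction of 65.0%. Over all 25 mice it was 116 ± 13.2 CPM (SD, n = 12) in WT and 40.9 ± 5.86 CPM (SD, n = 13) in mD3AKO mice, a reduction of 64.9%. Both comparisons gave p = 1e-05 in a 2-sided permutation test, the smallest value that 100000 resamples can give. In order of mouse number, the values of the WT mice were 98.5, 106, 120.0, 131, 128, 126, 93.4, 106, 108, 129.8, 121 and 128 CPM. In the same order, the mD3AKO mice had 34.5, 37.8, 34.7, 42.4, 39.1, 43.0, 42.1, 41.2, 34.7, 36.7, 53.9, 40.6 and 50.3 CPM, with mouse 15 at 41.2 CPM. Every mD3AKO mouse was therefore below every WT mouse. The log2 fold change of *Dnmt3a* was −1.52 (standard error 0.0701, adjusted p = 1.5e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and stayed between −1.55 and −1.49 with each mouse left out in turn. Without TMM normalization, the means were 118 and 40.9 CPM and the reduction was 65.5%. The antisense gene *Dnmt3aos*, which lies inside *Dnmt3a*, had 129 reads over all 25 libraries.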

DNA methylation analysis and RNA sequencing were performed on the *soleus* muscle as this muscle displays dynamic de-methylation and then re-methylation of metabolically important genes following contraction [3]. mRNA levels of *Dnmt3a* showed a ~60% reduction in the *soleus*, EDL and *quadriceps* muscles of mD3AKO mice compared to wild type (WT) mice (Figs 1C and S1A). As mCK-Cre is expressed quite late during skeletal muscle differentiation [16], the residual *Dnmt3a* expression likely comes from satellite cells and non-muscle cells (immune cells, fibroblasts, adipocytes). mRNA levels of *Dnmt3b*, the other major *de novo* DNA methyltransferase isoform, showed no compensatory upregulation in mD3AKO muscle and was expressed at a much lower level than *Dnmt3a* (Fig 1C). 

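*Dnmt3b* (ENSMUSG00000027478) starts at position 153649450 of chromosome 2. Over the 24 mice it was expressed at 1.04 ± 0.281 CPM (SD, n = 12) in WT and 1.08 ± 0.215 CPM (SD, n = 12) in mD3AKO mice, a difference smaller than the spread between mice (2-sided permutation test, p = 0.64). Over all 25 mice the means were 1.02 ± 0.272 CPM (SD, n = 12) and 1.03 ± 0.248 CPM (SD, n = 13; p = 0.92 in the same permutation test), with mouse 15 at 0.560 CPM. These values rest on 21 to 50 reads in each of the 24 libraries and on 8 in mouse 15. The log2 fold change of *Dnmt3b* was 0.017 (standard error 0.149, adjusted p = 1.00 from edgeR). Its sign was not stable, at −0.076 between the genotypes at rest and below 0 in 11 of the 25 fits that each left out 1 mouse. Over all 25 mice, the mean CPM of *Dnmt3a*, not corrected for gene length, was 115 times that of *Dnmt3b* in WT mice and 39.8 times in mD3AKO mice. The means behind Fig 1C give smaller ratios, at 26.7 and 0.712 in WT and 11.3 and 0.827 in mD3AKO mice.

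Among the other genes of the DNA methylation machinery, *Dnmt1* had a log2 fold change of −0.037 (standard error 0.0625), *Tet1* of −0.10 (standard error 0.198), *Tet2* of 0.11 (standard error 0.0921) and *Tet3* of 0.077 (standard error 0.109), with adjusted p-values from edgeR of 0.978 to 1.00. *Tet1* changed sign in females alone, to 0.12, and *Tet3* between the genotypes at rest, to −0.026. *Dnmt3l*, with at most 4 reads in any library, did not pass the filter on expression.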

To quantify DNA methylation, we performed reduced representation bisulfite sequencing (RRBS) on the *soleus* muscle of WT and mD3AKO mice. There was a small but significant reduction in global DNA methylation (percentage of quantified CpG sites that were methylated) in the muscle of mD3AKO animals (Fig 1D). This corresponded to reduced methylation in mD3AKO muscle compared to WT in all genomic contexts examined (Fig 1E) however, the largest fold changes were in CpG islands (CGI, Fig 1F). After correcting for multiple testing (False Discovery Rate, FDR 5%), we found 1422 differentially methylated clusters between WT and mD3AKO muscle. 1386 were hypomethylated and 36 were hypermethylated. Methylation at 9655 promoter regions was quantified, 184 promoter regions were significantly hypomethylated and 13 promoter regions were significantly hypermethylated in mD3AKO muscle compared to WT (Fig 1G). Gene ontology analysis (gene ontology—biological process) of hypomethylated clusters included significantly enriched terms related to muscle development (S1B Fig), while there was no significant enrichment of terms from hypermethylated regions. Gene ontology analysis of hypomethylated promoter regions revealed only two terms: “inhibition of cysteine-type endopeptidase activity” and “zymogen inhibition” (S1C Fig).

**Fig 1:**
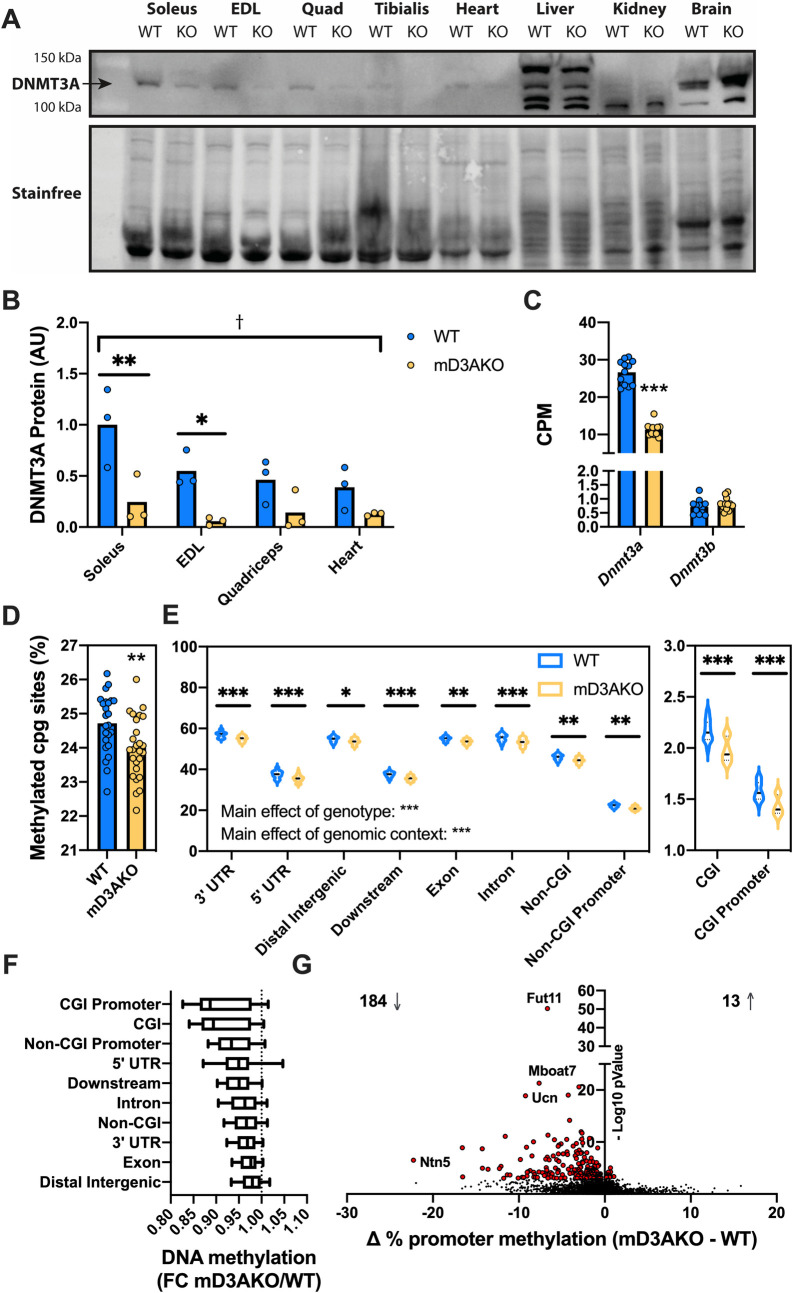
Ablation of DNMT3A in muscle reduces DNA methylation over multiple genomic contexts. (A) Western blot of DNMT3A protein in multiple tissues from WT and mD3AKO mice and (B) quantitation of DNMT3A protein in skeletal muscle, analysed by 2-way ANOVA, n = 3. (C) *Dnmt3* isoform mRNA expression (quantified by RNA-seq) in the *soleus* muscle analysed by individual t-tests, n = 12. (D) Percentage of total methylated cytosine residues quantified by RRBS in *soleus* muscle, analysed by t-test and (E) Quantified CpG methylation in different genomic contexts, analysed by 2-way ANOVA. (F) Fold-change of methylated cytosine residues comparing mD3AKO to WT muscle in different genomic contexts. (G) Volcano plot of differentially methylated promoter regions, red points are significant, n = 23–24 mice. * P < 0.05, ** P < 0.005, *** P < 0.0005, † P < 0.0005 main effect of genotype. Data show the mean (bar) with individual data points or violin plots.

### DNMT3A knockout in skeletal muscle does not affect exercise capacity or the transcriptional response to acute exercise

In order to assess exercise capacity in mD3AKO mice, we investigated both the capacity for these mice to run voluntarily, with free access to running wheels, as well as during a forced treadmill exercise tolerance test. For both exercise regimens, we observed that males ran a shorter distance compared to females. mD3AKO mice with free access to a running wheel ran a similar distance and speed compared to WT mice (Fig 2A and 2B). Similarly, there was no genotype-specific differences in the distance run during forced exercise (Fig 2C). Blood lactate, a measure of glucose utilization during exercise, showed an expected increase after exercise however there was no effect of genotype (Fig 2D).

In a separate cohort of 12-week-old mice, we assessed the transcriptional response to exercise in WT and mD3AKO mice by harvesting *soleus* muscle 60 minutes following a 30-minute treadmill exercise bout comparing it to muscle from non-exercised mice (Fig 2E). 

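In the *soleus* of all 25 mice, 1699 of the 16340 genes had a main effect of exercise at an adjusted p-value under 0.05, of which 932 were higher and 767 lower after exercise, and 3488 had an unadjusted p under 0.05. For genotype, 44 genes passed the same threshold and 1018 had an unadjusted p under 0.05. Without mouse 15, 39 genes passed for genotype and 1804 for exercise. The fit on the 12 females gave the fewest genes, 6 for genotype and 512 for exercise, and the fit on the 13 males gave 23 and 966. The most, 97 and 2044, were given by a fit with the blocks of mouse numbers 1 to 6, 7 to 19 and 20 to 25 as an additive term, added after the data were seen. DESeq2 called 81 genes for genotype, and a fit with sex as an additive term called 72 for genotype and 1946 for exercise. With each mouse left out in turn, between 35 and 48 genes passed for genotype and between 1539 and 1804 for exercise. Among the genes with a mean log2 CPM of at least 0, the largest falls after exercise were those of *Aplnr*, *Tnfsf10*, *Ush1g*, *9930014A18Rik* and *Rassf10*, with log2 fold changes of −2.53, −1.76, −1.74, −1.71 and −1.67. Each exercised mouse lay below every rested mouse for all 5 of these genes. *Ush1g* and *9930014A18Rik* overlap genes on the opposite strand, *Otop2* and *Fam84b*.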

We found 1615 genes with a significant change in expression between the exercised and sedentary muscles (FDR 5%), while 56 were altered by genotype. However, there were no genes that had a significant exercise/genotype interaction (Fig 2F). 

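No gene of 16340 had an adjusted p-value under 0.05 for the interaction, 403 had an unadjusted p under 0.05, and the lowest adjusted p-value was 1.00 (edgeR). The interaction gave 0 genes in each of the other fits as well, with 252 to 1314 genes at an unadjusted p under 0.05 over the alternatives that used a different model, tool, filter or sex. In counts simulated from these libraries, the same test recovered 66.8% of 199 genes whose responses differed by 1 between genotypes on the log2 scale and 89.3% of 197 genes whose responses differed by 2. The simulated genes varied independently and 200 were changed at once. These shares therefore do not carry over to fewer changed genes or to variation that genes share. With exercise tested within each genotype in the same fit, 587 genes passed in WT and 984 in mD3AKO mice, counts that do not test the difference between genotypes. Over the 1699 genes with a main effect of exercise, which are chosen on the mean of both responses, the log2 fold changes in WT and mD3AKO mice had Pearson's r of 0.93 and Spearman's rho of 0.945, and 1698 genes changed in the same direction. The exception, named after its values were seen, was *Dnah3*, with log2 fold changes of −0.046 in WT and 1.65 in mD3AKO mice. Over all 16340 genes, r was 0.599, rho 0.454 and the share with the same direction 65.1%. These correlations are across genes, which are not independent replicates. With no gene past the threshold for the interaction, the paper concludes that the transcriptional response to acute exercise is not affected by the ablation of DNMT3A in skeletal muscle.

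**Figure D1:**
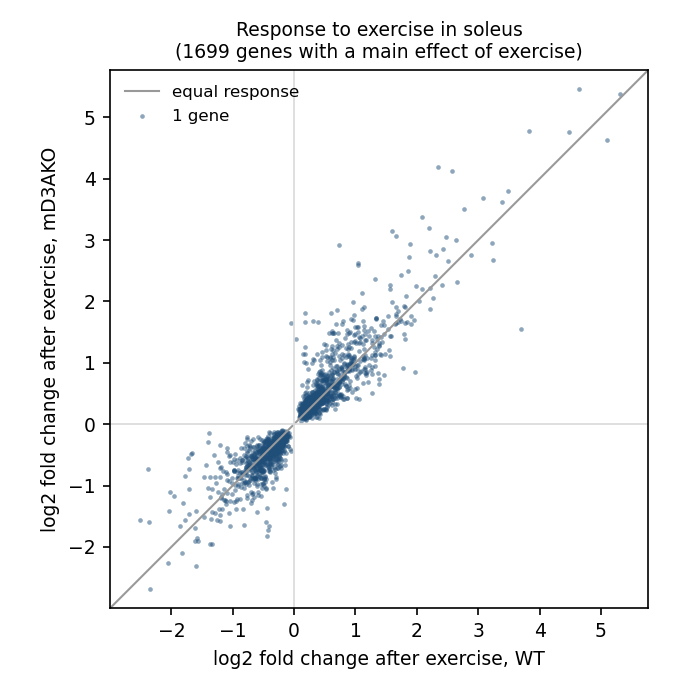
Log2 fold change after exercise in WT mice (x axis) and in mD3AKO mice (y axis) for the 1699 genes with a main effect of exercise, with 1 point per gene and a grey line where both responses are equal. The points lie around the line, and 1698 of 1699 are on the same side of 0 in both genotypes.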

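*Nr4a3* (ENSMUSG00000028341, chromosome 4) encodes a nuclear receptor. Over the 24 mice without mouse 15 it rose from 3.54 ± 2.33 CPM (SD, n = 5) at rest to 23.9 ± 7.96 CPM (SD, n = 7) after exercise in WT mice, and from 2.19 ± 0.673 CPM (SD, n = 6) to 24.3 ± 9.85 CPM (SD, n = 6) in mD3AKO mice. With mouse 15, at 1.61 CPM, the rested mD3AKO mice had 2.08 ± 0.629 CPM (SD, n = 7). The main effect of exercise on *Nr4a3* was a log2 fold change of 3.13 (standard error 0.251, adjusted p = 1.2e-09 from edgeR), and each of the 13 exercised mice was above every rested mouse. *Ppargc1a* (ENSMUSG00000029167, chromosome 5), a transcriptional coactivator, rose from 35.0 ± 2.38 CPM (SD, n = 5) to 83.9 ± 18.2 CPM (SD, n = 7) in WT and from 37.8 ± 2.13 CPM (SD, n = 6) to 78.4 ± 23.5 CPM (SD, n = 6) in mD3AKO mice. Mouse 15 had 58.1 CPM of *Ppargc1a*, above every other rested mouse, and brought the rested mD3AKO mean to 40.2 ± 8.07 CPM (SD, n = 7). Its log2 fold change was 1.10 (standard error 0.115, adjusted p = 1.4e-07 from edgeR), and 1.16 without mouse 15. *Hk2* (ENSMUSG00000000628, chromosome 6), which encodes hexokinase 2 and overlaps *Gm17034* on the opposite strand, rose from 492 ± 26.4 CPM (SD, n = 5) to 709 ± 56.7 CPM (SD, n = 7) in WT and from 445 ± 56.4 CPM (SD, n = 6) to 657 ± 89.3 CPM (SD, n = 6) in mD3AKO mice. The rested mD3AKO mean of *Hk2* over all 25 mice was 451 ± 59.3 CPM (SD, n = 7), with mouse 15 at 532 CPM, and the log2 fold change was 0.52 (standard error 0.0637, adjusted p = 1.6e-06 from edgeR). Every exercised mouse was above the median of the rested mice for *Ppargc1a* and *Hk2*, although the ranges of the groups overlapped.

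For the interaction, the difference of the response in mD3AKO from that in WT mice was 0.74 (standard error 0.473) for *Nr4a3*, −0.33 (standard error 0.227) for *Ppargc1a* and −0.019 (standard error 0.127) for *Hk2* on the log2 scale, each with an adjusted p of 1.00 from edgeR. Without mouse 15 the differences were 0.71 (standard error 0.489) for *Nr4a3*, −0.21 (standard error 0.214) for *Ppargc1a* and 0.036 (standard error 0.127) for *Hk2*. The sign of the difference also reversed for *Nr4a3* in females alone, at −0.43, and for *Hk2* in males alone, at 0.029.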

Well-characterized exercise-responsive genes such as *Nr4a3*, *Ppargc1a* and *Hk2* (Fig 2G–2I) showed robust increases in expression after exercise but here again, we found no interaction between exercise and genotype. 

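*Atf3* (ENSMUSG00000026628) starts at position 191170296 of chromosome 1 of mm10. Over the 24 mice without mouse 15 its expression was 20.1 ± 10.6 CPM (SD, n = 5) at rest and 284 ± 231 CPM (SD, n = 7) after exercise in WT mice, and 14.9 ± 6.51 CPM (SD, n = 6) and 395 ± 348 CPM (SD, n = 6) in mD3AKO mice. The mean over all exercised mice was 19.4 times that over the rested mice, and 20.0 times with mouse 15, which had 10.3 CPM and brought the rested mD3AKO mean to 14.1 ± 6.01 CPM (SD, n = 7). Over all 25 mice, the exercised mice ranged from 19.7 to 818 CPM and overlapped the rested mice, at 6.96 to 36.5 CPM, though each exercised mouse was above the rested median. The log2 fold change of *Atf3* was 4.30 (standard error 0.551, adjusted p = 3.2e-06 from edgeR) and the interaction with genotype 0.95 (standard error 0.936, adjusted p = 1.00). In males alone it was 5.27, and in females alone 2.52, where it did not pass the threshold (adjusted p = 0.0922 from edgeR). *Atf3* was not among the 9 genes with a different response in males and females at an adjusted p under 0.05.

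By log2 fold change in the fit over both sexes, 4 genes rose more than *Atf3*. They are single-exon genes annotated inside *Ppargc1a*, which lies on the reverse strand of chromosome 5 from 51454250 to 51567726, and none of them overlaps an exon of *Ppargc1a*. *Gm42613* (51499528 to 51501458, forward strand) had a log2 fold change of 5.35 (standard error 0.308), *Gm42614* (51482752 to 51484305, reverse strand) of 5.05 (standard error 0.285), *Gm42615* (51491097 to 51492916, reverse strand) of 4.87 (standard error 0.249) and *Gm43605* (51510868 to 51514293, reverse strand) of 4.62 (standard error 0.307), with adjusted p-values from edgeR of 3.0e-13 to 3.0e-11. Their means at rest were 0.0625, 0.109, 0.199 and 0.228 CPM, and each exercised mouse was above every rested mouse for all 4 genes. The counts do not separate their reads from those of unspliced *Ppargc1a* RNA. Without these genes, *Atf3* had the largest log2 fold change. In males alone *Atf3*, at 5.27, was above *Gm42613* at 4.98, *Gm42614* at 4.68 and *Gm42615* at 4.43. It was also above *Gm43605*, which was at most 4.65 in the alternatives that left out no single mouse. In females alone *Atf3*, at 2.52, was below all 4.

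**Figure D2:**
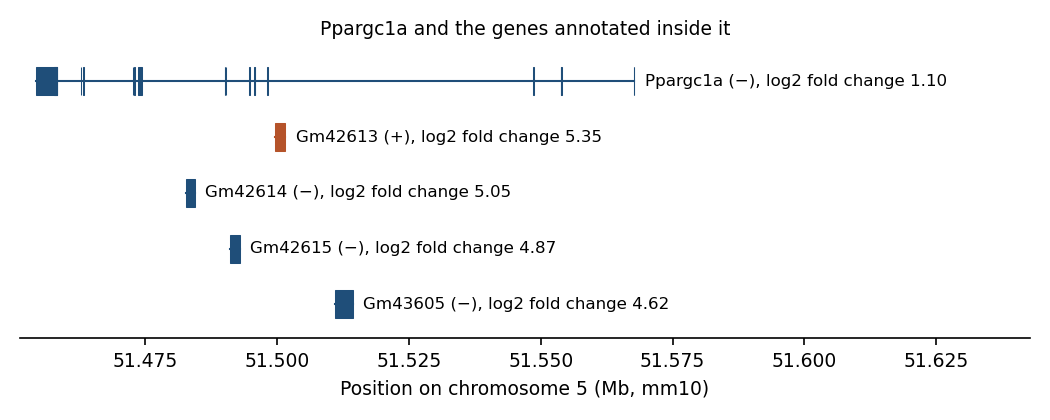
Map of *Ppargc1a* and the genes annotated inside it on chromosome 5 of mm10 (x axis, position in Mb), with exons as boxes and the log2 fold change after exercise beside each gene. Genes on the reverse strand are blue and *Gm42613*, on the forward strand, is orange, and the 4 inner genes lie in introns of *Ppargc1a*.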

Activating transcription factor 3 (*Atf3*) displayed the largest increase in expression after exercise (~15 fold increased, Fig 2J).

Because few differences were found in exercise capacity or the transcriptional response to exercise between WT and mD3AKO mice, we used the methylation and RNA-seq data generated from *soleus* muscle to investigate the interaction between methylation and mRNA changes in response to genotype and exercise. When the changes in muscle DNA methylation were visualized by principal component analysis (PCA), a technique used to separate multi-dimensional data based on variance, there was a clear separation of the muscle methylation data by genotype (Fig 3A), however no clear separation by exercise (Fig 3B), suggesting that ablation of DNMT3A has a far greater effect on methylation in muscle than exercise. This was also evident when looking at the number of differentially methylated regions when comparing the effect of genotype to the effect of time after exercise (S2A Fig). 

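Distances between libraries were computed on log2 CPM as in a multidimensional scaling plot, from the 500 genes that differed most in each pair. The 2 exercise groups accounted for 14.8% of the summed squared distances between the 25 libraries, which none of 100000 random relabellings reached (permutation test, p = 1e-05, the smallest value they can give, and adjusted p = 1.5e-05 over the 3 factors tested). The 2 genotypes accounted for 5.04% (permutation test, p = 0.21, adjusted p = 0.21), where 4.17% is the share given by chance. Over all 16340 genes in place of the 500 genes of each pair, the shares were 15.0% for exercise and 4.75% for genotype. Without mouse 15 they were 15.4% and 4.97%, and over the fits that each left out 1 mouse they ranged from 14.5% to 15.6% for exercise and from 4.83% to 5.72% for genotype.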

Interestingly, the RNA-seq data showed the opposite result, with multidimensional scaling (MDS) plots highlighting a far greater separation by exercise (Fig 3D) than genotype (Fig 3C). 

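By the same measure, the 13 males and 12 females accounted for 17.1% of the summed squared distances (permutation test, p = 1e-05, the smallest value that 100000 resamples can give), with 12.8% over all tested genes. Restricted to genes on autosomes, the share fell to 7.54% (permutation test, p = 0.015, adjusted p = 0.022), below the 16.5% of exercise on the same genes. With 8 groups of sex, genotype and exercise, 1413 genes differed between the sexes at an adjusted p-value under 0.05 (edgeR), 824 of them higher and 589 lower in males, and 51 of them lay on chromosome X and 5 on chromosome Y. This count was 865 without mouse 20 and at most 1769 with another mouse left out. The males carry the numbers 7 to 19 and the females 1 to 6 and 20 to 25, and a batch that followed these numbers would not be separable from sex.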

A separation by sex from the RNA-seq data was also apparent (Fig 3C). Global DNA methylation after exercise was not altered by time after exercise however, there was a clear reduction in DNA methylation in the muscle of mD3AKO mice (S2B Fig).

**Fig 2:**
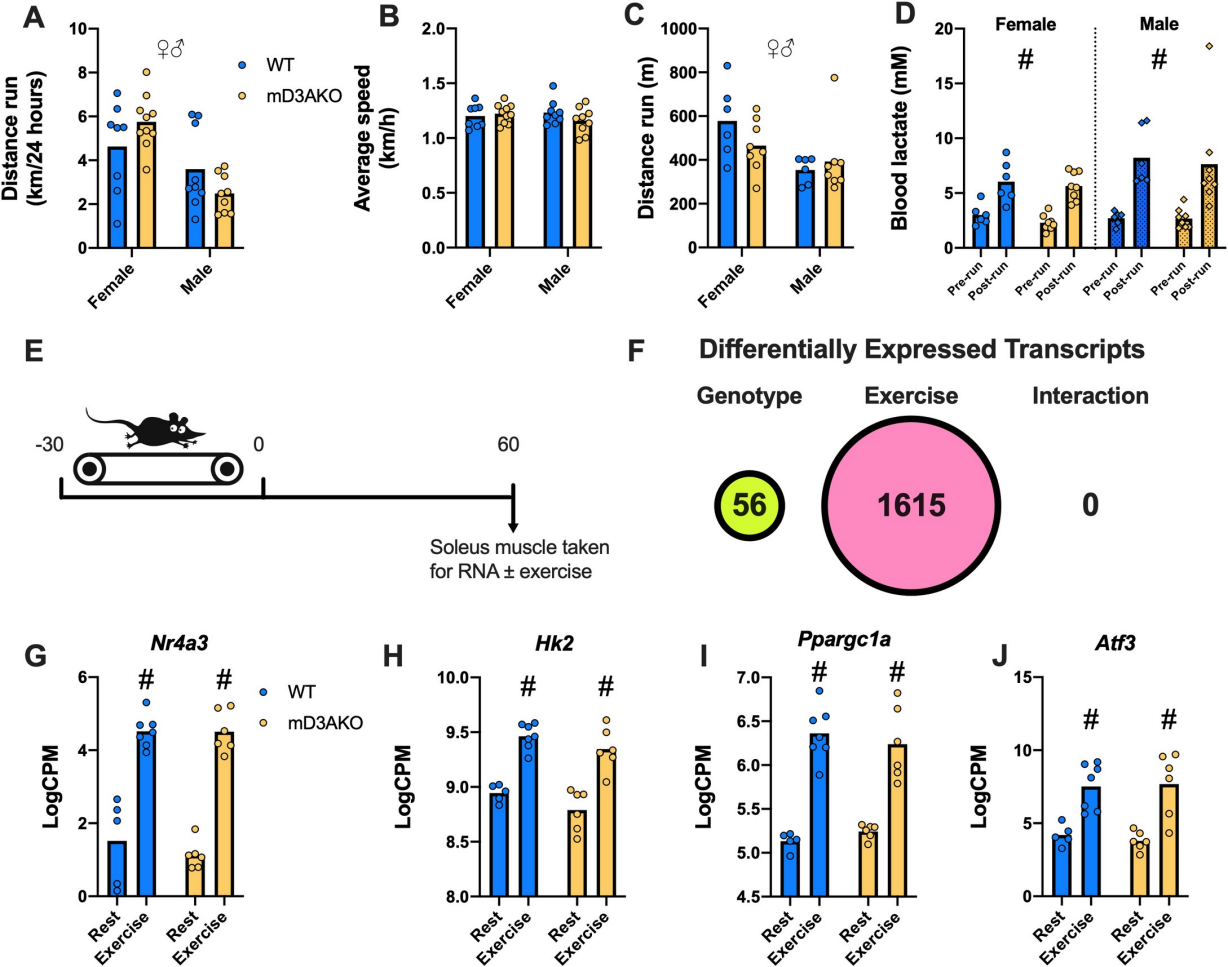
Ablation of DNMT3A in skeletal muscle does not affect exercise capacity or the transcriptional response to acute exercise. In a cohort of 32-36-week-old chow-fed mice, (A) voluntary wheel running distance and (B) speed in mice averaged for a 24-hour period from a period of 2 weeks, n = 8–10. (C) Distance run during a graded exercise tolerance test and (D) blood lactate before and directly after test, n = 6–8. Analysed by 2-way ANOVA for a main effect of genotype and a main effect of sex (A-C) or a main effect of genotype and a main effect of exercise, D. (E) Simplified schematic of acute running treadmill experiment in a separate cohort of 12-week old mice. (F) Number of significantly differentially expressed genes in the *soleus* muscle when comparing genotype, exercise and a genotype/exercise interaction. Expression of exercise responsive genes (G) *Nr4a3*, (H) *Hk2*, (I) *Ppargc1a* and (J) *Atf3* in the *soleus* muscle of combined male and female mice, n = 5–7. ♀♂ P < 0.05 main effect of sex, # P < 0.05 main effect of exercise. Data show the mean (bar) with individual data points.

**Fig 3:**
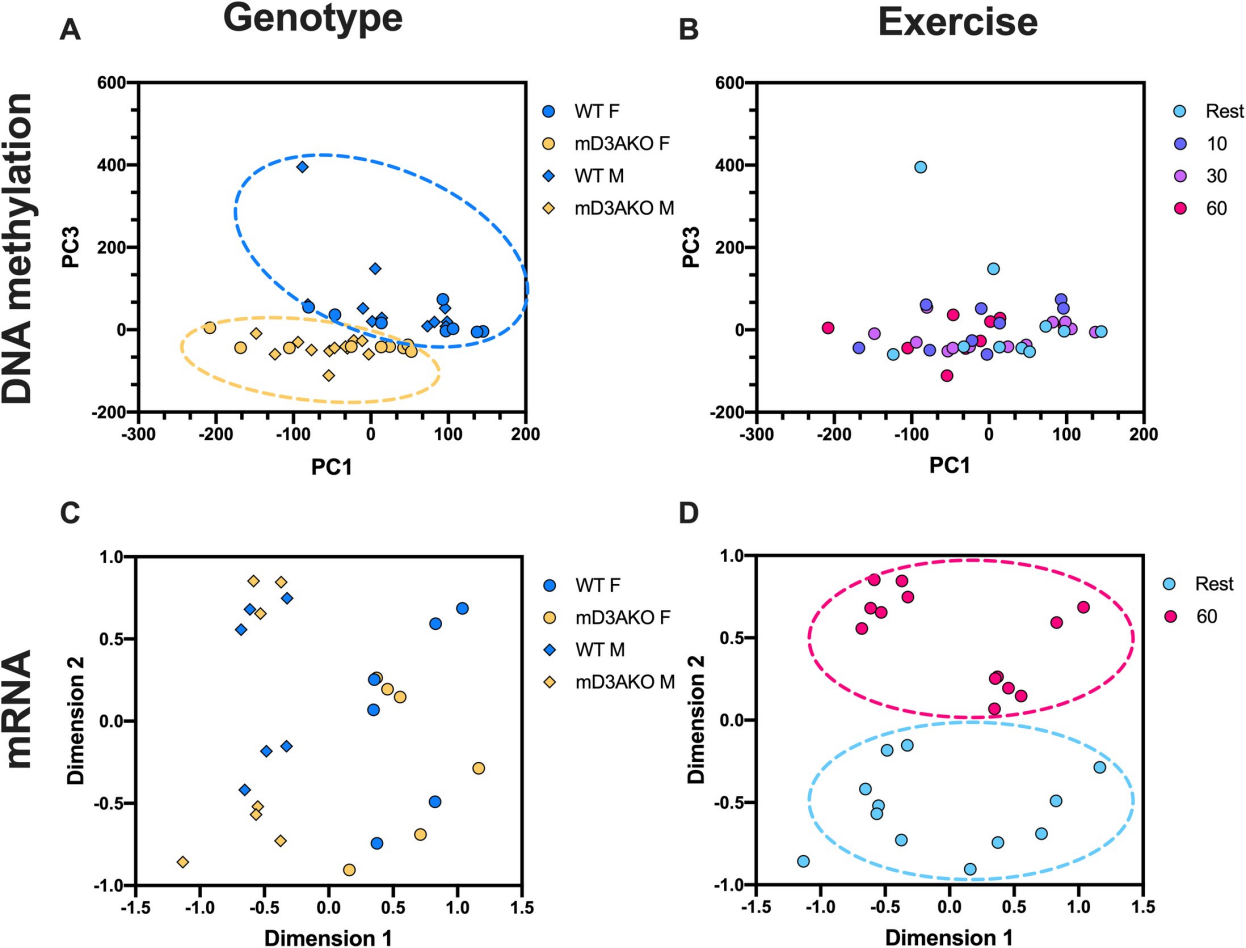
Genotype has a stronger effect on skeletal muscle DNA methylation than exercise while the opposite is true of skeletal muscle mRNA abundance. PCA of DNA methylation data from RRBS labelled for (A) genotype and (B) time after exercise. MDS plots of RNA-seq data labelled for (C) genotype and (D) time after exercise. From *soleus* muscle of 12-week old male and female WT and mD3AKO mice sacrificed 10, 30 or 60 minutes after 30 minutes of treadmill running, or not exercised (rest).

### mD3AKO mice have normal body composition, whole-body energy expenditure, substrate utilization and glucose tolerance

To investigate if DNMT3A in skeletal muscle contributes to whole-body energy metabolism, we measured body composition, whole-body energy expenditure (EE) and glucose tolerance in 30-week-old WT and mD3AKO mice fed a standard chow diet. mD3AKO had a similar body weight, lean mass and fat mass compared to WT mice (Fig 4A–4D). We observed no difference in substrate utilization (RER, Fig 4E and 4F) or EE (Fig 4G and 4H) between WT and mD3AKO mice, although these measurements displayed clear diurnal variations, as expected. Male mice had a significantly higher rate of EE than female mice (Fig 4G and 4H) and there was a positive correlation between EE and lean mass regardless of sex and diet however this was not altered by genotype (Fig 4I). Glucose tolerance, fasting blood glucose, plasma insulin and NEFA levels were not affected by genotype (Fig 4J–4N) however, fasting plasma insulin levels were substantially higher in male mice (Fig 4M). 

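Markers of slow and fast fibers were examined in the *soleus* libraries of the 12-week-old mice, from lists of 10 slow and 13 fast genes. Of the slow genes, 0 had a main effect of genotype at an adjusted p-value under 0.05, either over all genes or adjusted over the list alone, and the log2 fold changes ran from −0.058 to 0.27. S3D Fig gives n = 12. *Myh7*, the myosin heavy chain of slow fibers, was expressed over the 24 mice without mouse 15 at 12019 ± 2197 CPM (SD, n = 12) in WT and 12527 ± 3238 CPM (SD, n = 12) in mD3AKO mice. Over all 25 mice it was at 11784 ± 2182 CPM (SD, n = 12) and 12088 ± 3128 CPM (SD, n = 13), with mouse 15 at 9522 CPM, and had a log2 fold change of 0.045 (standard error 0.129). Of the fast genes, 0 passed over all genes and 0 adjusted over the list alone, with log2 fold changes from −1.21 to 0.052. *Myh2* had a log2 fold change of 0.0085 (standard error 0.0990), *Myh1* of 0.052 (standard error 0.173) and *Myh4* of −1.21 (standard error 0.752), with adjusted p-values from edgeR of 0.913 to 1.00. *Myh4* varied most between mice, at 2075 ± 1658 CPM (SD, n = 12) in WT and 1016 ± 1330 CPM (SD, n = 12) in mD3AKO mice over the 24 mice. It was at 2033 ± 1622 CPM (SD, n = 12) and 919 ± 1271 CPM (SD, n = 13) over all 25, with mouse 15 at 18.7 CPM, and its log2 fold change was 0.057 (standard error 1.06) in males alone and −3.61 (standard error 0.677, adjusted p = 0.159 from edgeR) in females alone, the highest and lowest values over the alternatives that left out no single mouse. The directions of the other 3 were not stable either, with −0.052 for *Myh7* between the genotypes after exercise, −0.15 for *Myh2* between the genotypes at rest and −0.077 for *Myh1* in males alone. Of the 31-base words in the transcripts of *Myh7*, *Myh2*, *Myh1* and *Myh4*, 27.9%, 34.5%, 42.9% and 30.4% also occur in transcripts of other genes, and the counting may split such reads. As a whole list, the slow genes did not pass the threshold for genotype (camera with a preset correlation, adjusted p = 0.363 over 21 lists), except without mouse 1 (adjusted p = 0.0416). The fast genes did not pass over all 25 mice (adjusted p = 0.0565), but passed with sex (adjusted p = 0.0264) or the blocks of mouse numbers (adjusted p = 0.0382) as an additive term and in 7 of the 25 fits that each left out 1 mouse, with adjusted p-values from 0.0035 (without mouse 20) to 0.677 (without mouse 3). The fast genes did not pass with fry (adjusted p = 0.824) or with camera at an estimated correlation (adjusted p = 0.952). At an unadjusted p, camera gave 0.180 for the slow and 0.0242 for the fast genes.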

Muscle mass, myofiber size and fiber composition (determined by analysis of gene transcription of slow and fast twitch muscle markers) were all similar between WT and mD3AKO mice (S3 Fig).

**Fig 4:**
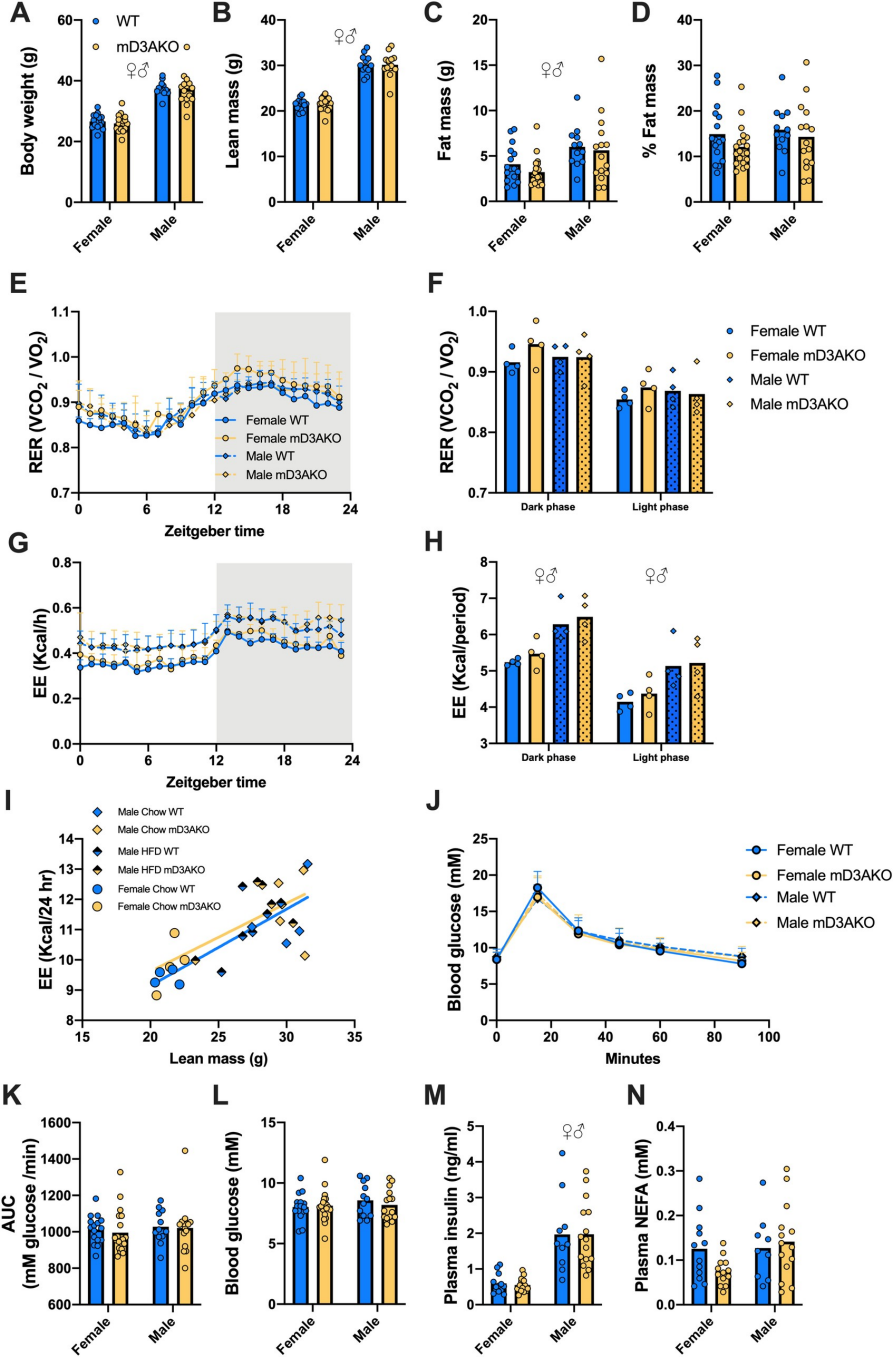
mD3AKO mice have normal body composition, glucose tolerance and energy expenditure. (A) Body weight, (B) lean mass, (C) fat mass and (D) percentage of body mass in chow-fed 30-week-old male and female WT and mD3AKO mice, n = 12–20. (E) Diurnal respiratory exchange ratio and (F) average during the light and dark phase. (G) Diurnal energy expenditure and (H) total during the light and dark phase, measured in 32-36-week-old chow-fed male and female WT and mD3AKO mice, n = 4. (I) ANCOVA comparing the relationship between lean mass and energy expenditure in WT and mD3AKO mice combining sex and diet, n = 14. (J) Oral glucose tolerance test curves, (K) the area under the curve of the oGTT curves and (L) blood glucose after a 6 hour fast in chow-fed 30-week-old male and female WT and mD3AKO mice. (M) Plasma insulin and (N) plasma NEFA from blood taken after sacrifice in 6-hour fasted 36-40-week-old mice. n = 9–15. Analysed by 2-way ANOVA for a main effect of genotype and a main effect of sex. ♀♂ P < 0.05 main effect of sex. Data show the mean (bar) with individual data points or mean +SD.

### mD3AKO mice have a normal response to high-fat feeding

We next wanted to determine if skeletal muscle DNMT3A had a role in high fat diet (HFD)-induced glucose intolerance or adiposity as a previous investigation found that DNMT3A ablation in adipose tissue improved glucose tolerance in mice fed a HFD but not in chow-fed mice [17]. Male WT or mD3AKO mice were fed a HFD (45% calories from fat) for a period of 12 weeks after which body composition was analysed and a glucose tolerance test was performed. Indirect calorimetry was performed 2 weeks later (14 weeks of diet, Fig 5A). HFD-fed mice had substantially increased body and fat mass compared to chow-fed mice however there was no effect of genotype (Fig 5B and 5C). Similarly, there was no difference in glucose tolerance between HFD-fed mD3AKO and WT mice, although HFD-fed mice had a higher glucose excursion than chow-fed mice indicating relative glucose intolerance (Fig 5D and 5E). The whole-body EE and RER of HFD-fed mD3AKO mice were similar to WT mice (Fig 5F and 5G). Independent of genotype, HFD-feeding caused an expected decrease in 24-hour RER compared to chow-fed mice indicating a greater reliance on fat oxidation (Figs 4F and 5G). Additionally, we analysed *Dnmt3a* expression in the muscle of WT mice fed either chow or a HFD. 16–18 weeks of high-fat feeding did not alter the expression of *Dnmt3a* in *soleus* or *quadriceps* muscle compared to age-matched chow-fed mice however, *Dnmt3a* expression was increased ~1.4 fold in the EDL of HFD-fed mice (Fig 5H).

**Fig 5:**
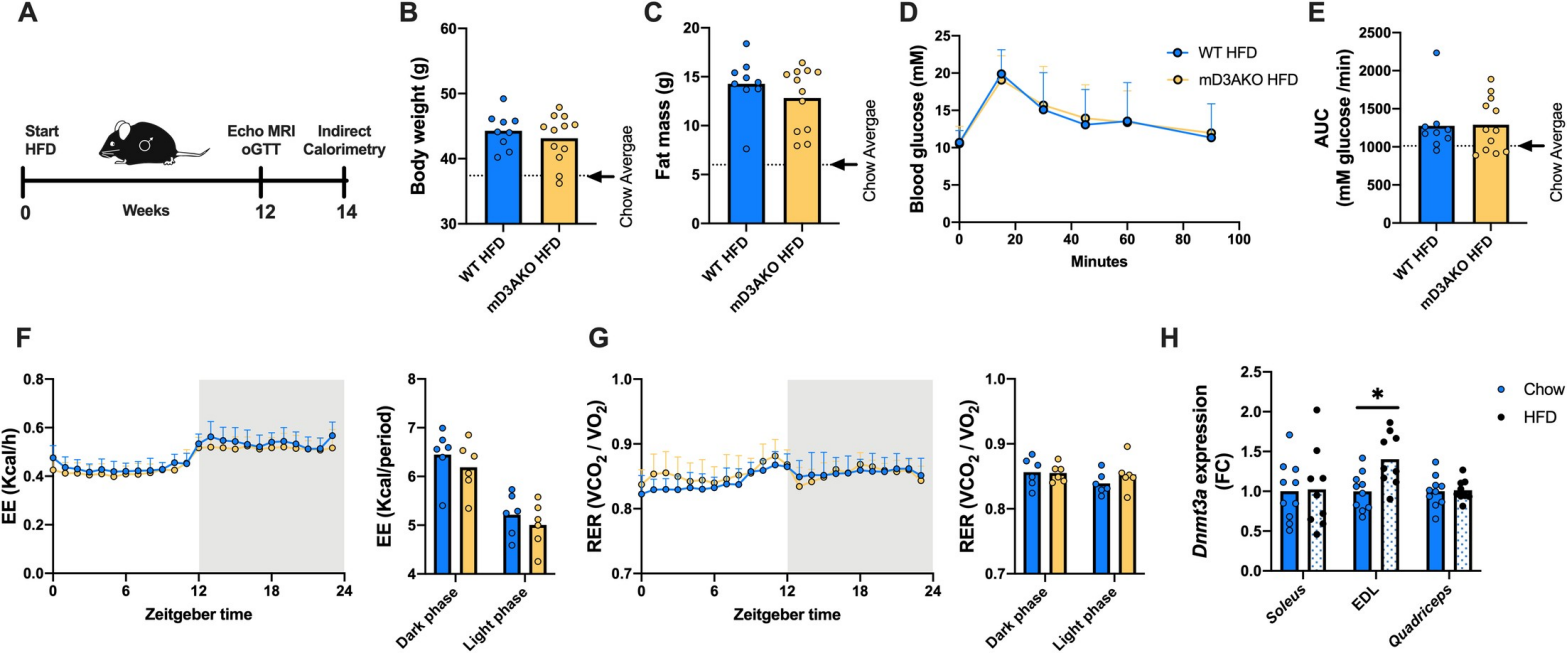
Ablation of DNMT3A in skeletal muscle does not affect the whole-body response to high-fat feeding. (A) 18-week-old male WT and mD3AKO mice were fed a HFD for a period of 12 weeks after which body composition and glucose tolerance was determined. Indirect calorimetry was performed at 14 weeks of HFD. (B) Body weight, (C) fat mass, (D) oral glucose tolerance test curves and (E) the area under the curve of the oGTT curves. The mean of the chow values is depicted by the dotted line, n = 9–12. (F) Respiratory exchange ratio and (G) energy expenditure, n = 6. (H) *Dnmt3a* expression in the *soleus*, EDL and *quadriceps* muscles of WT chow and HFD-fed mice compared to the housekeeping gene *18S*, fold-change compared to WT, n = 9–10. Analysed by individual t-tests. * P < 0.05. Data show the mean (bar) with individual data points or mean +SD.

### Loss of DNMT3A in muscle does not affect mitochondrial content or function

As skeletal muscle is responsible for a substantial proportion of whole-body energy utilization [18] and DNMT3A has been reported to be present in the mitochondria [19] we investigated if DNMT3A is required for proper mitochondrial function. The *soleus* and EDL from mD3AKO mice had similar abundances of OXPHOS complexes to WT muscle, although EDL from male mice had a significant increase in complex III abundance compared to female mice (Fig 6A–6C). Similarly, *soleus* mtDNA copy number, a measure of mitochondrial content, was not different between genotypes although male mice displayed an increase in *soleus* mtDNA copy number compared to females (Fig 6D). Next, we isolated muscle satellite cells from male mD3AKO and WT mice to investigate mitochondrial function *in vitro*. mD3AKO-derived primary myotubes had a significant (70%) reduction in mRNA levels of *Dnmt3a* only at day 5 of differentiation (harvested for RNA in parallel with the Seahorse experiments) (Fig 6E). Compared to myotubes derived from WT mice, 5-day differentiated primary myotubes from mD3AKO mice showed no differences in basal or FCCP-uncoupled oxygen consumption (Fig 6F) or the extracellular acidification rate (Fig 6G) during Seahorse experiments.

**Fig 6:**
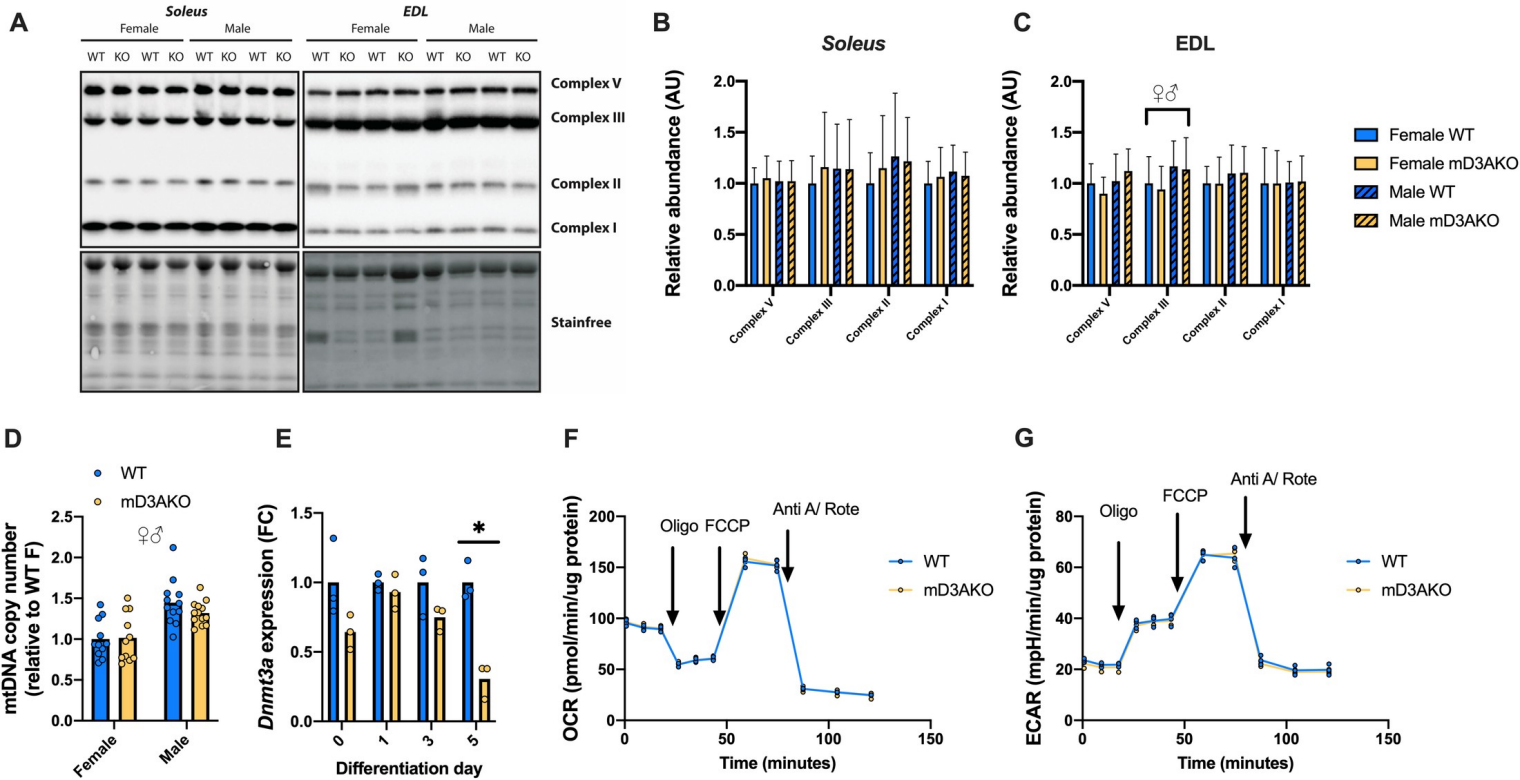
Loss of DNMT3A does not affect skeletal muscle mitochondrial function. (A) Representative blot and densitometry of OXPHOS complexes in the (B) *soleus* and (C) EDL muscle and (D) mtDNA copy number in the *soleus* muscle of 12-week old mice, analysed by individual 2-way ANOVAs for a main effect of genotype and a main effect of sex, n = 11–13. (E) *Dnmt3a* expression in primary myotubes isolated from male WT and mD3AKO mice at differentiation day 0, 1, 3 and 5 compared to the housekeeping gene *18S*, fold-change compared to WT, n = 3, analysed by individual t-tests, corrected for multiple comparisons. (F) Oxygen consumption rate and (G) extracellular acidification rate determined using the Seahorse XF Analyser Mito Stress Test in the same myotubes at differentiation day 5. Drug treatments were oligomycin, FCCP and antimycin A + rotenone. n = 3, analysed by individual t-tests of the average of each state. ♀♂ P < 0.05 main effect of sex, ** P < 0.005. Data show the mean (bar) with individual data points or mean +SD.

### Loss of DNMT3A alters methylation and transcription of genes involved in skeletal muscle development

We found 56 genes differentially expressed between WT and mD3AKO *soleus* muscle (Fig 7A). Of those, 43 genes were significantly upregulated while 13 were significantly downregulated (Fig 7B). 

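Of the 44 genes that differed between mD3AKO and WT mice in the 25 libraries, 37 were higher and 7 lower in mD3AKO mice. With DESeq2 the numbers were 61 and 20, with sex as an additive term 53 and 19, with 8 groups of sex, genotype and exercise 49 and 14, and with the same 8 groups also used for the filter, a setting added after the data were seen, 47 and 13. With the blocks of mouse numbers as an additive term they were 64 and 33. All 44 genes were also called by DESeq2 and with sex or the number blocks as an additive term. Without mouse 15, 33 genes were higher and 6 lower. Between the genotypes at rest 14 genes were higher and 1 lower, and between those after exercise 17 and 1. Besides *Dnmt3a*, the falls among the genes with a mean log2 CPM of at least 0 were largest for *Lhfpl4* at −0.65 (standard error 0.141, adjusted p = 0.0384 from edgeR), *Cux2* at −0.55 (standard error 0.101), *Asl* at −0.35 (standard error 0.0702) and *Paqr9* at −0.33 (standard error 0.0616). *Lhfpl4* passed the threshold in 7 of the 25 fits that each left out 1 mouse, with adjusted p-values from 0.0232 to 0.111 (without mouse 1), and did not pass with limma-voom (adjusted p = 0.0542) or with every gene that had at least 1 read (adjusted p = 0.0616). *Kcne1l* had a log2 fold change of 2.03 (standard error 0.210, adjusted p = 1.5e-06 from edgeR). *Serpinb7* at 2.15 (standard error 0.422) and *Gm43691* at 2.06 (standard error 0.356) rose as well, from low expression, and *Gm43691* lies within *Mttp*, on the opposite strand.

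Fig 7B names 55 genes, and all 55 had the direction given in the paper's S1 Spreadsheet. Of these, 37 passed the threshold here, 31 higher and 6 lower, and 18 did not, with adjusted p-values from edgeR of 0.0543 to 0.580. Of the 18, 17 passed with 8 groups of sex, genotype and exercise, 17 with the number blocks as an additive term, 16 with sex as an additive term and 10 with DESeq2. All 18 passed with the 8 groups also used for the filter, a setting added after the data were seen. *Slc38a1* rose by 1.20 (standard error 0.125), *Ctxn3* by 1.17 (standard error 0.121) and *Mttp* by 1.00 (standard error 0.0990), with adjusted p-values of 8.0e-07 to 1.5e-06. For *Ctxn3* and *Mttp*, which overlap *4930511M06Rik* and *Trmt10a* on the opposite strand, every mD3AKO mouse was above every WT mouse. Other calls depended on single mice. With each mouse left out in turn, *Mr1*, *Tulp3* and *Mpv17* passed in 10 of 25 fits each and *3930402G23Rik* in 14, with adjusted p-values of up to 0.0928, 0.0755, 0.117 and 0.0814 (without mouse 20, 1, 13 and 13). *Pkhd1* passed in 21, all but those without mouse 1, 11, 14 or 20 (up to 0.0678, without mouse 11). Here 7 genes passed that Fig 7B does not name. Of the genes labelled in Fig 7C, *Ntn5* had a log2 fold change of 0.51 (standard error 0.139, adjusted p = 0.180) and *Lefty1* of 0.19 (standard error 0.161, adjusted p = 0.977). The label read as *Lefty1* is partly covered by points and was identified in part from its position near this log2 fold change.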

The most upregulated gene was *Myh8* (~11-fold increase compared to WT) while the most downregulated was *Dnmt3a*. 

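*Myh8* (ENSMUSG00000055775, chromosome 11, start 67277124) encodes the perinatal myosin heavy chain. Over the 24 mice without mouse 15 it was expressed at 8.93 ± 3.80 CPM (SD, n = 12) in WT and 98.8 ± 58.8 CPM (SD, n = 12) in mD3AKO mice, 11.1 times as high. The values over all 25 mice were 8.76 ± 3.77 CPM (SD, n = 12) and 93.1 ± 56.8 CPM (SD, n = 13), 10.6 times as high, with mouse 15 at 46.6 CPM. Every mD3AKO mouse was above every WT mouse. The log2 fold change of *Myh8* was 3.39 (standard error 0.330, adjusted p = 7.1e-07 from edgeR) and ranged from 3.21 to 3.58 with each mouse left out in turn. Of the 31-base words in the transcripts of *Myh8*, 18.6% also occur in those of other genes, most of them in *Myh2* (10.1%), so part of its reads could have been counted on paralogs, and the reverse.

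Of the genes that rose, 2 on chromosome 6 exceeded *Myh8*. *Gm31520* (start 66264155) had at most 1 read in any WT library and 29 to 100 reads in the mD3AKO libraries, which makes it at least 22.4-fold higher in mD3AKO mice when 3 reads are taken as the floor. *Gm44289* (start 66254743) had at most 3 reads in any WT and 23 to 87 reads in any mD3AKO library, at least 17.1-fold higher. The 2 genes lie 5949 bp apart, and their adjusted p-values from edgeR were 7.8e-11 and 2.8e-12. *Dnmt3a* had the largest fall among all 7 genes that were lower in mD3AKO mice.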

When percent methylation of promoter regions was compared to log fold-changes (log FC) of the corresponding transcripts, comparing mD3AKO muscle to WT muscle, there was a small but significant negative correlation (R = -0.026) suggesting that transcriptional changes between WT and mD3AKO muscle are on the whole not caused by altered promoter methylation (Fig 7C). Altered gene body methylation (comparing muscle between the different genotypes) had a stronger negative correlation with RNA abundance than promoter methylation (R = 0.046, Fig 7D). Promoter and gene body methylation of differentially expressed genes after exercise displayed a similar lack of correlation to gene expression (S4 Fig). 

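Of these measures, expression was analysed from the RNA libraries, and DNA methylation was not analysed here. The 8 genes named in Fig 7E all rose in mD3AKO mice at an adjusted p-value under 0.05 in the 25 libraries. *Rab17* (chromosome 1, start 90958133) had a log2 fold change of 1.95 (standard error 0.227), *Rhoh* (chromosome 5, start 65861213) of 1.26 (standard error 0.167) and *Aldh1l1* (chromosome 6, start 90486427) of 1.23 (standard error 0.140), with adjusted p-values from edgeR of 5.7e-06 to 9.1e-05. *Sim2* (chromosome 16, start 94085260) rose by 0.66 (standard error 0.0742, adjusted p = 4.5e-06) and *1600002K03Rik* (chromosome 10, start 80172944) by 0.56 (standard error 0.0916, adjusted p = 0.0021). *Agtrap* (chromosome 4, start 148077061) rose by 0.43 (standard error 0.0733, adjusted p = 0.0032) and *Eef1a1* (chromosome 9, start 78478449) by 0.38 (standard error 0.0660, adjusted p = 0.0042). *Pax7* was the smallest change relative to its error among them. All 13 mD3AKO mice were above the WT median for each of the 8 genes. For the 7 genes other than *Pax7*, the adjusted p-value stayed under 0.05 in each of the 25 fits that left out 1 mouse. *Aldh1l1* overlaps *Gm45901* and *Gm44236* on its own strand and *Gm15756* on the opposite strand.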

We found 8 genes which displayed both significantly altered DNA methylation (either at the promoter region or within the gene body) and altered transcript level between WT and mD3AKO *soleus* muscle, all of these had a reduction in DNA methylation and an increase in expression when comparing between the muscle of mD3AKO and WT mice (Fig 7E). Gene ontology analysis of differentially expressed genes revealed enriched terms mostly related to a downregulation of DNA methylation and DNA methylation relating to embryonic development (Fig 7F). Additionally, genes related to “metabolism of xenobiotics and glutathione” were significantly downregulated while genes related to the term “muscle filament sliding” were significantly upregulated. 

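The ontology terms were not rerun here, and lists written by hand stand in for them. Of 46 glutathione genes, 37 passed the filter on expression, 11 of which were higher and the rest lower in mD3AKO mice, with a median log2 fold change of −0.079. As a list they were lower (camera with a preset correlation of 0.01, adjusted p = 0.0011 over 21 lists), and this call held under fry (adjusted p = 0.0362) but not with the correlation estimated from the data (adjusted p = 0.0853). With the preset correlation, 6 of the 21 lists passed for genotype. Of 100 splits of the mice into genotypes, the real one among them, 46 called as many lists. Of the glutathione genes, 0 passed over all genes tested and 1 adjusted over the list alone, *Gstm2*. *Gstm2* had a log2 fold change of −0.49 (standard error 0.120, adjusted p = 0.104 from edgeR over all genes, unadjusted p = 4.2e-04), and 12 of 13 mD3AKO mice were below the WT median. With sex as an additive term its adjusted p was 2.5e-05, with the number blocks as an additive term 3.7e-05, with 8 groups of sex, genotype and exercise 2.0e-04, with DESeq2 0.0155, in males alone 0.0041 and without mouse 23 0.0210, while it was 0.492 in females alone.

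Of 38 sarcomere genes, 37 were expressed, 22 of them higher in mD3AKO mice, with a median log2 fold change of 0.021. The list as a whole did not pass the threshold (limma's camera, adjusted p = 0.664, unadjusted p = 0.427). It shares 10 genes with the fast list, which leaned down, and 7 with the slow list, which leaned up. Camera tests for a shift in 1 direction, so opposite changes within the list can cancel. Over all genes tested 1 of its genes passed, *Myh8*, as did 1 adjusted over the list alone.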

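*Pax7* (ENSMUSG00000028736, chromosome 4, start 139737062), a transcription factor of satellite cells, had a log2 fold change of 0.48 (standard error 0.105, adjusted p = 0.0384 from edgeR). With each mouse left out in turn, *Pax7* ranged from 0.43 to 0.55 and passed the threshold in 8 of 25 fits, with adjusted p-values from 0.0110 to 0.106 (without mouse 11), and with 0.0505 without mouse 15. *Myog* (ENSMUSG00000026459, chromosome 1, start 134289989) was expressed over the 24 mice without mouse 15 at 7.97 ± 3.17 CPM (SD, n = 12) in WT and 16.6 ± 9.74 CPM (SD, n = 12) in mD3AKO mice. Over all 25 mice it was at 7.81 ± 3.12 CPM (SD, n = 12) and 15.6 ± 9.42 CPM (SD, n = 13), with mouse 15 at 7.48 CPM. Of the 13 mD3AKO mice, 12 were above the WT median. The log2 fold change of *Myog* was 0.96 (standard error 0.216), and its adjusted p of 0.0543 from edgeR did not pass the threshold (unadjusted p = 1.5e-04). The adjusted p was 0.0456 with sex and 0.0394 with the number blocks as an additive term, 0.0237 with 8 groups of sex, genotype and exercise, 0.0079 with DESeq2, 0.0361 with every gene that had at least 1 read, and 0.0437 in males alone. It was under 0.05 as well in 4 of the 25 fits that each left out 1 mouse, those without mouse 3 (0.0406), 6 (0.0219), 12 (0.0456) and 22 (0.0059). In females alone the log2 fold change of *Myog* was 0.48 and in males alone 1.43.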

Several genes involved in muscle cell development including *Myh8*, a perinatally expressed myosin heavy chain isoform and *Pax7* and *Myog*, two transcription factors crucial for normal muscle cell development, were significantly upregulated in the skeletal muscle of mD3AKO mice (Fig 7G). Genes involved in the “development” gene ontology term have a star next to their gene symbol (Fig 7B).

In order to validate some of the differentially methylated/expressed genes found in *soleus* muscle (Fig 7E) in other muscle types, we performed targeted bisulfite pyrosequencing and RT-qPCR on the EDL (white, mainly type II fibers) and *quadriceps* (mixed, type I and II fibers) muscles from a separate cohort of mice. We included *H19* in this analysis, due to presence of a differentially methylated CpG site in the gene body and excluded *Rhoh* and *Rab17* due to low expression levels (CPM < 1), *Sim2* due to technical issues with pyrosequencing as well as the uncharacterized gene, *1600002K03Rik*. Similarly to the RRBS data in *soleus* muscle (Fig 8A), all the regions studied (*H19*, *Aldh1l1*, *Agtrap*, *Pax7*, and *Eef1a1*) showed a clear and significant reduction in methylation when comparing mD3AKO to WT in both the EDL and *quadriceps* muscles in all of the CpG sites studied, apart from the first CpG measured in the *H19* cluster (Fig 8B). However, when examining levels of the corresponding transcripts, only 3 of the 5 targets (*H19*, *Aldh1l1* and *Agtrap*) displayed a similar increase in expression in the EDL and *quadriceps* muscles (Fig 8D) compared to the *soleus* muscle (Fig 8C) when comparing mD3AKO to WT mice. Together, these data suggest that DNMT3A targets regions in multiple muscle types that are associated with muscle type-dependent increases in gene transcription.

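Over the 24 *soleus* libraries without mouse 15, *Rhoh* was expressed at 0.915 ± 0.301 CPM (SD, n = 12) in WT and 2.32 ± 0.784 CPM (SD, n = 12) in mD3AKO mice. Over all 25 libraries it was at 0.897 ± 0.296 CPM (SD, n = 12) and 2.25 ± 0.756 CPM (SD, n = 13), with mouse 15 at 1.89 CPM. *Rab17* was at 0.145 ± 0.0517 CPM (SD, n = 12) in WT and 0.583 ± 0.215 CPM (SD, n = 12) in mD3AKO mice over the 24 libraries. Over all 25 it was at 0.142 ± 0.0505 CPM (SD, n = 12) and 0.565 ± 0.201 CPM (SD, n = 13), with mouse 15 at 0.490 CPM. *Sim2*, by comparison, was at 33.2 ± 3.15 CPM (SD, n = 12) and 51.7 ± 7.73 CPM (SD, n = 12) over the 24 libraries, and *1600002K03Rik* at 1.53 ± 0.175 CPM (SD, n = 12) and 2.27 ± 0.356 CPM (SD, n = 12). Over all 25 the mD3AKO means were 51.5 ± 7.61 CPM (SD, n = 13) for *Sim2*, with mouse 15 at 61.7 CPM, and 2.20 ± 0.349 CPM (SD, n = 13) for *1600002K03Rik*, with mouse 15 at 1.82 CPM.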

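In the *soleus* (Fig 8C), *H19* was expressed over the 24 mice without mouse 15 at 2383 ± 671 CPM (SD, n = 12) in WT and 3936 ± 741 CPM (SD, n = 12) in mD3AKO mice. With all 25 mice it was at 2337 ± 665 CPM (SD, n = 12) and 3862 ± 704 CPM (SD, n = 13), with mouse 15 at 3816 CPM. The log2 fold change of *H19* was 0.73 (standard error 0.136, adjusted p = 0.0085 from edgeR), and all 13 mD3AKO mice were above the WT median. *Aldh1l1* rose from 11.0 ± 3.42 CPM (SD, n = 12) to 25.6 ± 4.73 CPM (SD, n = 12) over the 24 mice and from 10.8 ± 3.35 CPM to 25.3 ± 4.52 CPM (SD, n = 13) over all 25, with mouse 15 at 27.8 CPM. *Agtrap* rose from 16.5 ± 2.75 CPM (SD, n = 12) to 22.5 ± 3.42 CPM (SD, n = 12), and from 16.2 ± 2.65 CPM to 22.2 ± 3.18 CPM (SD, n = 13) with mouse 15 at 22.7 CPM. *Pax7* rose from 3.91 ± 1.19 CPM (SD, n = 12) to 5.59 ± 1.08 CPM (SD, n = 12), and from 3.83 ± 1.17 CPM to 5.52 ± 1.05 CPM (SD, n = 13) with mouse 15 at 5.80 CPM. *Eef1a1* rose from 495 ± 48.3 CPM (SD, n = 12) to 641 ± 82.6 CPM (SD, n = 12), and from 485 ± 48.5 CPM to 625 ± 79.7 CPM (SD, n = 13) with mouse 15 at 579 CPM. The EDL and *quadriceps* were not analysed here.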

**Fig 7:**
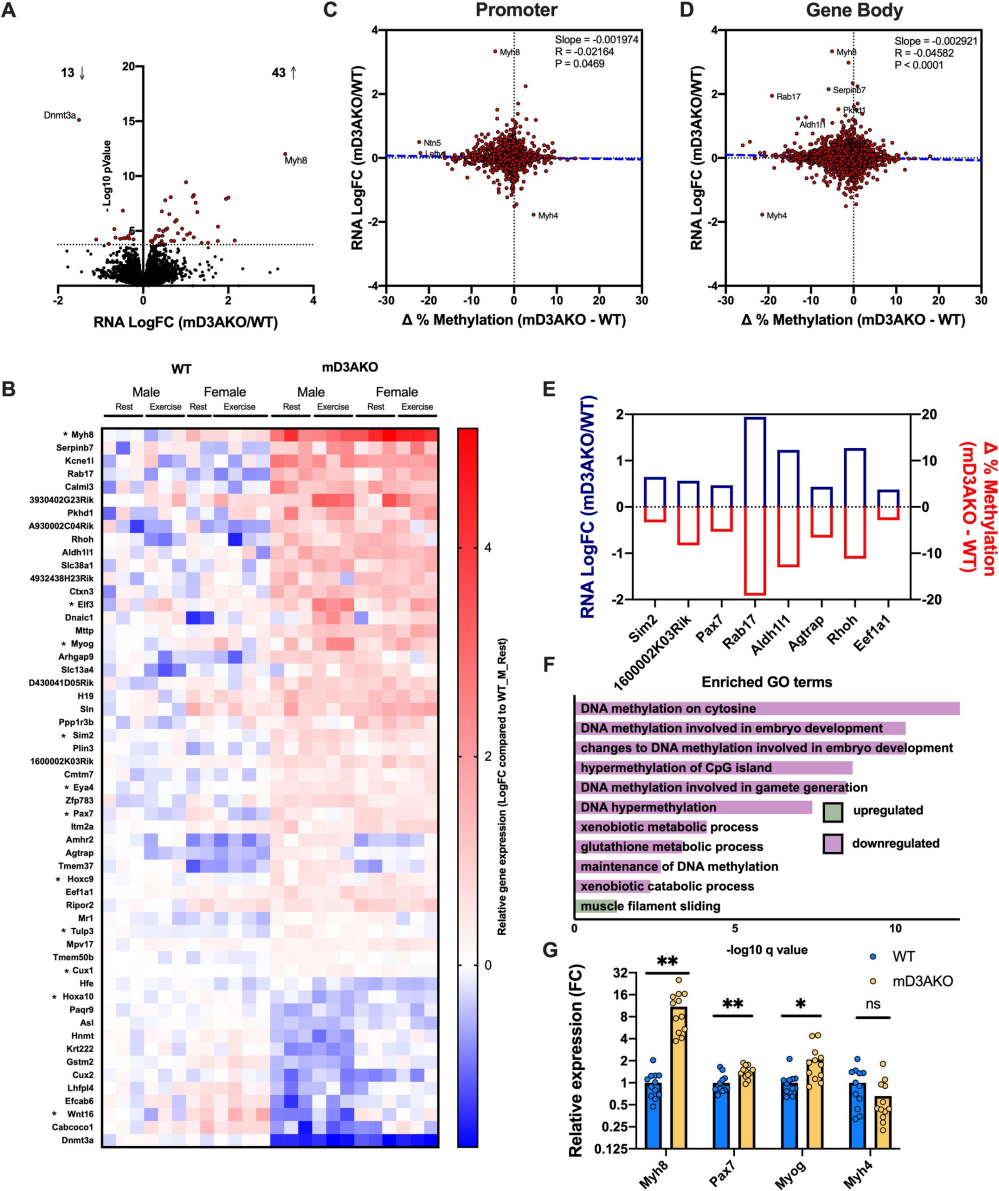
Ablation of DNMT3A in skeletal muscle alters transcription of differentially methylated genes and genes involved in embryonic development. (A) Volcano plot of all transcripts between the muscle of WT and mD3AKO mice, significant differential expression is indicated by red dots. (B) Heatmap of differentially expressed transcripts between WT and mD3AKO muscle, displayed as LogFC compared to the mean of the WT male rest group, * represent developmental genes. Change in % methylation in (C) promoter regions and (D) gene bodies vs LogFC of RNA abundance of mD3AKO muscle compared to WT muscle, showing significant inverse correlation (simple linear regression). (E) Genes that are both significantly differentially expressed and have significantly altered DNA methylation within the promoter region or gene body between WT and mD3AKO muscle. (F) Significant GO-BP (gene ontology—biological processes) terms from the differentially expressed transcripts. (G) mRNA abundance of significantly differentially expressed genes involved in muscle development from RNA-seq data, expressed as fold over WT. From *soleus* muscle of 12-week old male and female WT and mD3AKO mice, n = 12, * Padj < 0.05, *** Padj < 0.0005. Data show the mean (bar) with individual data points.

**Fig 8:**
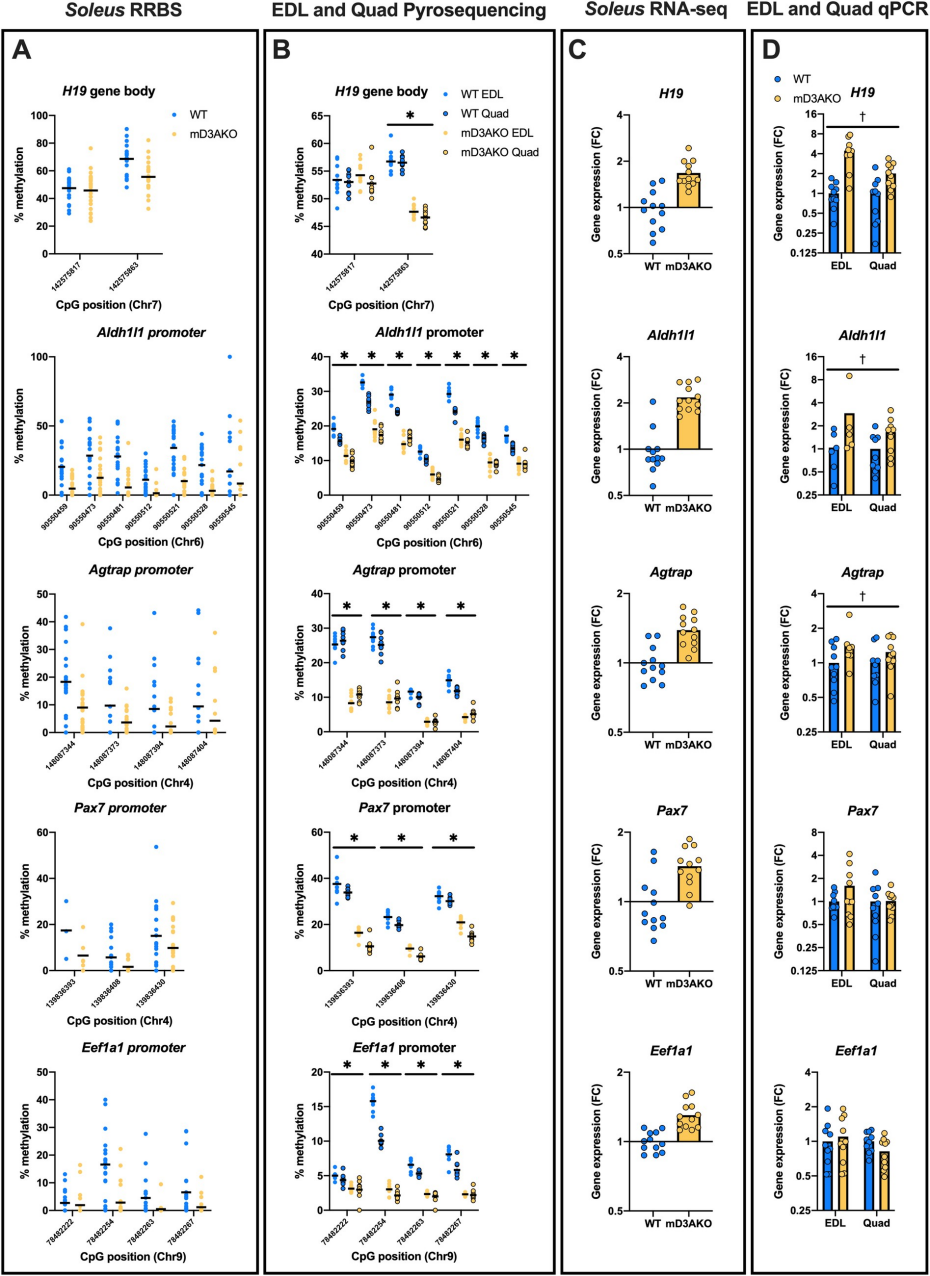
Hypomethylation of specific regions in mD3AKO muscle is consistent over multiple skeletal muscle types. Analysis of gene body/promoter methylation and transcription of putative DNMT3A target genes, *H19*, *Aldh1l1*, *Agtrap*, *Pax7* and *Eef1a1*. (A) CpG methylation of significantly differentially methylated gene body/promoter regions from *soleus* RRBS data, FDR 5%, n = 3–24 (some CpG sites were only detected in some samples). (B) CpG methylation of the same regions from targeted bisulfite pyrosequencing in the EDL and *quadriceps* muscles of a separate cohort of male WT and mD3AKO mice, n = 10, analysed by individual t-tests between WT and mD3AKO for each muscle, corrected for multiple comparisons (total number of CpG sites analysed). (C) Significantly differentially expressed transcripts from the corresponding genes from *soleus* RNA-seq data, FC compared to WT, n = 12, FDR 5%. (D) Gene expression of the same genes by qPCR in the EDL and *quadriceps* muscles compared to the housekeeping gene *18S* of a separate cohort of male WT and mD3AKO mice, FC compared to WT, n = 5–10 (due to low expression of some genes, samples with CT values over 40 were excluded), analysed by 2-way ANOVA for a main effect of genotype. * AdjP < 0.0001 for each CpG site (both muscles). † P < 0.05 main effect of genotype. Data show the mean with individual data points.

## Discussion

There is substantial evidence that exercise and diet can alter DNA methylation in skeletal muscle tissue. However, it is currently unclear both by which mechanisms DNA methylation is altered and if these changes influence skeletal muscle physiology. In order to investigate the role of *de novo* DNA methylation in these processes, we utilized a mouse model with DNMT3A ablated specifically in mature muscle (mD3AKO mice). Due to the major role of DNMT3A in embryonic and early-life development (most whole-body DNMT3A-null mice die before 4-weeks of age [20]), we wanted to use a model in which DNMT3A was knocked out only in fully differentiated skeletal muscle fibers (Fig 6E) in order to remove the possibility that exercise or metabolic phenotypes were driven by changes in muscle differentiation. DNMT3A protein levels were also reduced in the heart however, as few differences were found in whole-body energy metabolism or the response to exercise, we did not further examine the impact of DNMT3A ablation in heart.

Knockout of DNMT3A substantially altered the DNA methylome of skeletal muscle, evidenced by robust separation of genotypes after principal component analysis. This separation was far greater than the separation following exercise, which suggests that ablation of DNMT3A has a greater impact than exercise on DNA methylation in skeletal muscle. However, global DNA methylation measured as a percentage of quantified CpG sites was reduced by an average of only ~1% (WT mice ~25%, mD3AKO mice ~24%). This suggests that a large proportion of DNA methylation in skeletal muscle is static after development and this methylation is likely maintained by DNMT1 rather than the *de novo* methyltransferases. Interestingly, this loss of DNA methylation occurs in all genomic contexts studied which suggests that *de novo* methylation catalysed by DNMT3A is not specific to promoters or CGIs. Potentially, the minor global hypomethylation of DNA caused by DNMT3A ablation may indicate a loss of the maintenance function of DNMT3A [21]. Supporting this idea is the differential methylation and transcription of the imprinted gene *H19*, which is normally maintained in a semi-methylated state (paternal allele is methylated). Despite this, if we plot change in promoter DNA methylation, there is a clear bias for a loss of methylation if we compare mD3AKO to WT muscle (Fig 1F).

We found no difference in either voluntary or forced exercise capacity between WT and mD3AKO mice. Similarly, the transcriptional response to acute exercise in skeletal muscle was the same between genotypes suggesting that *de novo* methylation by DNMT3A does not mediate exercise-responsive transcription. Comparably, we found that acute exercise causes a much more robust effect on the transcriptome than on the methylome. This would suggest that much of the transcriptomic response to acute exercise may not be driven by *de novo* CpG methylation/demethylation. A similarly small overlap between significantly altered promoter methylation and corresponding transcripts after exercise was found in a previous investigation performed by our lab in human skeletal muscle [7]. As acute exercise is associated with demethylation of exercise-responsive genes [3], ablation of enzymes participating in DNA demethylation such as the TET enzymes, instead of the *de novo* DNA methyltransferases, may have caused more effects on the transcriptome after exercise. Yet, it was speculated that *de novo* DNA methyltransferase activity was needed to remethylate exercise-demethylated gene promoters and shut down transcription [3]. If such a mechanism is at play, our data showing that transcription after exercise is not altered in skeletal muscle lacking DNMT3A suggest that DNMT3A does not participate in *de novo* methylation of exercise-demethylated genes.

As skeletal muscle is responsible for a large proportion of postprandial glucose disposal [22] we examined glucose metabolism in mD3AKO mice. Similar to a previous report, ablation of DNMT3A in the muscle of chow-fed mice did not affect glucose tolerance or fasting blood glucose levels [23]. Additionally, there was no difference in glucose tolerance between genotypes in male mice fed a HFD for a period of 12 weeks despite an expected significant increase in body weight and fat mass and a worsening of glucose tolerance in HFD-fed mice compared to chow-fed mice. This suggests that DNMT3A does not impact on the adaptation of muscle to a high-fat diet. This was not the case in adipose tissue where ablation of DNMT3A has been reported to improve glucose tolerance in mice fed a HFD, but not in chow-fed mice [17]. Unlike the adipose tissue which displays a clear upregulation of *Dnmt3a* expression in obese mice or mice fed a HFD [17,24], we found little difference in *Dnmt3a* expression in skeletal muscle between age matched chow and 16–18 week HFD-fed mice. This is opposed to a study reporting a ~2-fold increase in *Dnmt3a* expression in the skeletal muscle of 3-month HFD-fed mice compared to chow-fed controls [17].

There are several reports that suggest DNMT3A may have a role in influencing mitochondrial DNA (mtDNA) methylation [19,25,26], potentially impacting mitochondrial function. However, the presence of cytosine methylation in mtDNA has been questioned and may be largely overestimated due to incomplete bisulfite conversion of coiled mtDNA [27]. The other *de novo* DNA methyltransferase isoform, DNMT3B, plays a role in the regulation of mitochondrial density in skeletal muscle cells by fatty acid-induced methylation of the *PPPARC1A* promoter [8]. In the current study, no differences were found in skeletal muscle mitochondrial content, mitochondrial function in isolated muscle cells or energy expenditure at a whole-body level between WT and mD3AKO mice suggesting that DNMT3A is not important for the regulation of mitochondrial function or density in mature skeletal muscle.

One advantage of the current study is that DNA methylation and mRNA abundance were determined from the same *soleus* muscle and therefore the relationship between altered DNA methylation and transcription can be examined. DNA methylation, both at promoter regions and in gene bodies, displayed a slight inverse correlation with transcript levels of the corresponding genes, with a stronger correlation with gene bodies than promoter regions. However, after multiple correction, only 8 genes displayed both a significant reduction in methylation (in the promoter region or gene body) and a corresponding increase in gene expression (Fig 7E). A similar lack of correlation between changed promoter methylation and gene transcription was observed in genes that were differentially expressed during exercise. This is comparable to reports that describe a low overlap between differentially methylated promoter regions and differentially expressed transcripts after exercise training [7,28] or exposure to a short term HFD in human skeletal muscle [11]. It is possible that differential methylation of genomic enhancer regions upstream or downstream of promoter regions may have a larger role in regulation of transcription which were not captured with this analysis, due to the bias of RRBS towards CpG islands. Genes that did change with genotype were part of gene ontology sets related to DNA methylation, glutathione metabolism and muscle filament sliding. Altered glutathione metabolism may be a consequence of reduced DNA methylation as the substrate for cytosine methylation, s-adenosyl methionine shares the same amino acid precursors as glutathione: methionine and homocysteine [29]. Together, this dataset greatly expands the known DNMT3A targets in skeletal muscle [23,30] (evidenced by reduced promoter/gene-body methylation and a corresponding increase in the transcript level) and indicates possible enhancer interactions governing the other differentially expressed genes. Additionally, 5 putative DNMT3A targets (*H19*, *Aldh1l1*, *Agtrap*, *Pax7* and *Eef1a1*) were validated in multiple skeletal muscles (*soleus*, EDL and *quadriceps*) displaying significant promoter/gene body hypomethylation in mD3AKO muscle. In 3 of the targets (*H19*, *Aldh1l1* and *Agtrap*), this was accompanied by an increase in the transcript level of the corresponding gene in all of the muscles studied.

There have now been several investigations utilizing muscle-specific DNMT3A knockout mice. When DNMT3A is knocked out employing Cre recombinase driven by a muscle satellite cell marker (Pax3), mice are smaller due to substantially reduced skeletal muscle mass and muscle regeneration is compromised [30]. When the Cre recombinase is driven by a muscle marker that is intermediate in muscle cell development (alpha-actin), mice have normal body and skeletal muscle mass however muscle regeneration is still compromised [23]. In the current study, Cre recombinase was driven by the muscle creatine kinase promoter which is expressed late in skeletal muscle cell development [16], and no effect of DNMT3A knockout was seen on body weight, skeletal muscle size or morphology, presumably as DNMT3A is still present in satellite cells. However, loss of DNMT3A in skeletal muscle altered the transcription of genes involved in embryonic development and morphogenesis (*Sim2*, *Eya4*, *Hoxc9*, *Cux1*, *Hoxa10*, *Wnt16*, *Elf3*) as well as upregulating genes involved in muscle cell development such as *Myh8*, *Pax7* and *Myog*. 

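In the 25 *soleus* libraries, *Eya4* (chromosome 10, start 23102963) had a log2 fold change of 0.51 (standard error 0.0561, adjusted p = 3.6e-06 from edgeR), and every mD3AKO mouse was above every WT mouse. *Hoxc9* (chromosome 15, start 102976439), which overlaps *Hoxc5* on the same strand, rose by 0.39 (standard error 0.0754, adjusted p = 0.0132), and *Elf3* (chromosome 1, start 135253575), which overlaps *Gm26642* on the opposite strand, by 1.14 (standard error 0.219, adjusted p = 0.0126). *Hoxa10* (chromosome 6, start 52231197) had a log2 fold change of −0.29 (standard error 0.0571, adjusted p = 0.0146). *Cux1* (chromosome 5, start 136248135) rose by 0.19 (standard error 0.0381, adjusted p = 0.0246), with an adjusted p of 0.0668 without mouse 15 over 0.05 in 11 of the 25 fits that each left out 1 mouse, and of 0.167 with every gene that had at least 1 read. The adjusted p of *Elf3* was 0.0673 with limma-voom. Of the 13 mD3AKO mice, 12 lay on that side of the WT median for *Hoxc9*, *Hoxa10* and *Cux1* and 11 for *Elf3*. *Wnt16* (chromosome 6, start 22288227) had a log2 fold change of −0.86 (standard error 0.270), with 11 of 13 mD3AKO mice below the WT median, and its adjusted p of 0.346 did not pass the threshold (unadjusted p = 0.0039). With sex as an additive term its adjusted p was 0.0168, with the number blocks 0.0165 and with 8 groups of sex, genotype and exercise 0.0441, while in the other alternatives set in advance it ranged from 0.151 to 1.00.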

Overexpression of the myogenic transcription factors *Myog* [31] and *Pax7* [32] has been reported to inhibit skeletal muscle growth and differentiation. This suggests that earlier deletion of DNMT3A in the process of skeletal muscle differentiation may have a more substantial effect on muscle function.

In conclusion, ablation of DNMT3A in differentiated skeletal muscle does not affect skeletal muscle size, exercise capacity, glucose metabolism or mitochondrial content or function despite having a substantial effect on muscle DNA methylation. Additionally, this investigation revealed that changes in DNA methylation and gene transcription in skeletal muscle in response to acute exercise are not driven by DNMT3A and identified multiple novel DNMT3A targets over different skeletal muscle types validated by RRBS, bisulfite pyrosequencing and gene expression. Together with previous investigations highlighted above, our data suggest that the major role of DNMT3A in skeletal muscle is likely to be in the development and differentiation of muscle tissue either during embryonic development or muscle regeneration from satellite cells, rather than a role in mature skeletal muscle function.

## Materials and methods

### Ethics statement

Experiments involving mice were approved by the Danish Animal Experiments Expectorate and performed according to local committee guidelines (license numbers 2011/561-92 and 2019-15-0201-01638).

### Animals

To excise *Dnmt3a*, LoxP sites flanked exon 19 of *Dnmt3a*, which codes for a PC motif in the catalytic domain. Cre-mediated recombination would thereby lead to a frameshift for all *Dnmt3a* variants as previously described [33]. Muscle specific DNMT3A knockout mice were generated by crossing mice heterozygous for muscle creatine kinase promoter-driven Cre recombinase (*mCK-Cre*^-/+^) with mice homozygous for floxed *Dnmt3a* (*Dnmt3a*^flox/flox^, gift from Prof En Li from the Cardiovascular Research Center of Massachusetts General Hospital, USA) on a C57BL/6 background. This cross produced the experimental animals, genotyped as either WT (*Dnmt3a*^flox/flox^) or mCK-DNMT3A (*Dnmt3a*^flox/flox^ *mCK-Cre* Tg). Mice were group-housed with littermates of the same sex (2–7 in a cage), maintained at 22°C±1°C, and were fed either chow diet (Altromin diet #1310) or a high-fat diet (HFD, 45% calories as fat, Research Diets D12451). Mice had *ad libitum* access to food and water and were kept at a 12:12h light:dark cycle. Apart from the mice in the acute exercise protocol detailed below, mice were killed between 36–40 weeks of age at 14:00 after a 6 hour fast by intraperitoneal pentobarbital overdose (100 mg/kg of body weight) and cervical dislocation, blood was taken by cardiac puncture (prior to cervical dislocation) and muscle tissues were rapidly dissected and snap-frozen.

### Acute exercise protocol for transcriptomics and methylation analysis

12-week-old male and female mice were used in these experiments. Mice were familiarized to a treadmill (Exer3/6, Columbus Instruments) for three consecutive days with 10 min of treadmill running with 0% incline at 10 m/min. On the day of acute exercise mice performed 30 min of treadmill running with 5% incline at 16m/min. Mice were sacrificed by cervical dislocation at 10, 30 or 60 min immediately after completion of treadmill running. A separate group of mice were sacrificed at the same time after 30 minutes on a sham treadmill arena dedicated as “rest”. *Soleus* muscles were dissected and snap frozen in liquid nitrogen for later analysis. RRBS was performed on the *soleus* muscle from all timepoints while RNA-seq was performed on the “rest” and 60 minutes after exercise timepoints.

### Exercise tolerance test and voluntary wheel running

32–36 week-old chow-fed mice were familiarized to the treadmill for three consecutive days with 10 min of treadmill running with 0% incline at 10 m/min finishing 2 days before the exercise tolerance test. On the day of the exercise tolerance test, at 14:00, mice underwent a graded treadmill test, at a 5% incline, in which they were warmed up with a speed of 10 m/min for 10 minutes and then every 4 minutes speed was increased by 2 m/min to a maximum of 30 m/min. Mice that lagged at the charged coil for a period of 10 seconds were taken off the treadmill and the running time and distance were recorded. Blood lactate was determined by hand-held lactate meter (Lactate Pro 2, Axonlab) from tail blood, prior to and immediately following treadmill running. A separate cohort of 32–36 week-old chow-fed mice were used for voluntary wheel running experiments. Mice were singly housed and acclimatized to wheel running cages for 1 week. After acclimatization, mice were kept in running wheel cages for an additional 2 weeks and running distance and speed were monitored using bicycle computers.

### Assessment of body composition, indirect calorimetry and oral glucose tolerance test

Body composition and glucose tolerance were determined in mice at 30 weeks of age (12 weeks of high-fat feeding for HFD mice). Lean and fat mass were measured using the EchoMRI-500 (EchoMRI LLC, Houston, USA) according to the manufacturers’ instructions, excluding body water. For the oral glucose tolerance test, mice were fasted for 6 hours (food removed at 8:00, oGTT started at 14:00) and glucose was administered by gavage with a laryngeal cannula corresponding to 2.5g of glucose/kg of lean mass. Blood glucose levels were monitored from the tail tip using a hand-held glucometer (Contour XT, Bayer) before, and for 90 minutes following glucose administration. Indirect calorimetry was performed in 31–32 week old mice. Mice were acclimatized to the Home Cage System Phenomaster (TSE systems) cages (without running wheels) for 1 week prior to recording measurements. Gas exchange was monitored every 20 minutes for a period of 5 days and was averaged to hourly intervals for a 24-hour period.

### Plasma analysis

Plasma insulin was analysed by ELISA (Ultra Sensitive Mouse Insulin ELISA kit, Crystal Chem, #90080). Plasma NEFA was analysed by NEFA HR(2) kit (Wako).

### Immunoblotting

Tissue was homogenized in RIPA buffer containing protease (SIGMAFAST Protease Inhibitor Cocktail Tablet, Sigma) and phosphatase inhibitors (10 mM NaF, 1 mM Na_3_VO_4_) by steel bead disruption (3 x 90 sec at 30 Hz using the TissueLyser II, Qiagen). Protein amounts were normalized after determination of protein concentration using BCA protein assay kit (Pierce) in a standard laemmli buffer and subjected to SDS-PAGE, transferred to a PVDF membrane and blotted for DNMT3A (Abcam, #ab188470) or OXPHOS rodent cocktail (Abcam, #ab110413). Protein loading was determined using Bio-Rad stain-free technology.

### RNA and DNA isolation

Muscle tissue was homogenized in 350–600 μl of RLT plus buffer (Qiagen) with β-mercaptoethanol using steel beads and subjected to 3 x 90 sec at 30 Hz of disruption using the TissueLyser II (Qiagen). RNA and DNA were simultaneously isolated using the RNA/DNA/miRNA AllPrep kit (Qiagen) as per instructions. Primary muscle cells were lysed directly in RLT buffer and RNA extracted using the RNeasy kit (Qiagen). RNA was eluted in 45 μl of RNase free water and DNA in 60 μl of elution buffer (Qiagen).

### RNA sequencing

RNA was checked for quality using the Bioanalyser instrument (Agilent Technologies) and subject to the Illumina TruSeq Stranded Total RNA with Ribo-Zero Gold protocol (Illumina) and performed as described. Libraries were subjected to 75-bp paired-end sequencing on NextSeq 550 (Illumina). 

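In the deposited counts, the 25 libraries had on average 32.2 M reads assigned to genes, and 32.6 M without mouse 15. Of 52636 genes, 17238 had no read in any library. With the 8 groups of sex, genotype and exercise given to the filter, a setting added after the data were seen, 17389 genes passed. The tested genes held between 99.9% and 100.0% of the counts of each library.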

Approximately 32 million reads/sample were assigned to genes with 17389 genes surviving the expression threshold.

### Genome-wide DNA methylation analysis

Reduced Representation Bisulfite Sequencing (RRBS) was performed as described [7]. Briefly, DNA samples were incubated with MspI enzyme (NEB) in order to fragment DNA at CCGG positions to enrich for CpG regions. Bisulfite conversion was performed using the EZ DNA methylation Kit (Zymo Research) according to the manufacturer’s instructions. DNA was then PCR amplified and ligated to TruSeq (Illumina) sequencing adapters. Libraries were subjected to 75-bp single-end sequencing on a NextSeq 550 (Illumina). On average, 18.3 million reads/sample were aligned and 205304 CpGs had sufficient coverage in every sample.

### Bioinformatic analysis

RNA sequencing reads were processed as previously described [34], with the difference that the gene model used was mm10 GENCODE Comprehensive gene annotations version 15 primary assembly (https://www.gencodegenes.org/mouse/release_M15.html). RRBS reads were preprocessed with Trim Galore v. 0.4.0 (https://github.com/FelixKrueger/TrimGalore), a wrapper for cutadapt v. 1.9.1 [35], with the—rrbs flag set and aligned to the mm10 genome assembly using Bismark v. 0.18.1 [36], with default parameters and finally CpG methylation calls were summarized using the bismark2bedgraph script which is part of the Bismark software suite. Samples with less than 10 million aligned reads were observed to have different global levels of methylation and were excluded from further analysis. For each CpG, observations from both strands were added together to form an overall methylation level per CpG, and only CpGs covered by eight or more reads in every sample was used for testing for differential methylation. Chromosomes M, X and Y were excluded, the former due to the lack of methylation on chromosome M and the latter two since the two sexes were not equally represented in all groups and the sex differences were not of interest. Testing for differential methylation was performed using the procedure described by Chen *et al*. version 2 [37], briefly the ratio between methylated and unmethylated counts is modelled by a negative binomial linear model as implemented in the edgeR framework [38]. The linear model consisted of the main effects of genotype, time post exercise and an interaction between the two. In addition to differential methylation analysis at the single CpG level, differential methylation was also tested using counts aggregated within promoters, defined as 3000 bp up stream and 1000 bp downstream of TSS, and gene bodies both defined by the same gene model used for RNA-seq analysis. Finally, CpGs were also aggregated and tested by CpG clusters where each cluster was defined by scanning along the genome and grouping CpGs no more than 100bp apart. The fraction of methylation was calculated for each CpG included in the analysis and used both to annotate the differential methylation results and for performing a principal component analysis of the sample methylation levels. Gene ontology of differentially methylated clusters was performed using the Genomic Regions Enrichment of Annotations Tool (GREAT) [39] using the standard settings. *Soleus* mtDNA copy number was calculated from RRBS data by determining the ratio of reads that aligned to chromosome M compared to total aligned reads, as previously described [40].

### Targeted bisulfite pyrosequencing

Bisulfite-pyrosequencing was performed on EDL and *quadriceps* samples from 36–40 week-old male WT and mD3AKO mice. 1 μg of genomic DNA was bisulfite-converted using the EZ DNA Methylation-Lightning kit (Zymo Research) and 30 ng of bisulfite-converted DNA per assay was amplified with the Qiagen PyroMark PCR kit following the manufacturer’s instructions. Amplicons were sequenced on a PyroMark Q48 Autoprep instrument (Qiagen). Pyrosequencing primers were designed using the Qiagen PyroMark Assay Design Software 2.0 and are displayed in S1 Table. Targets were chosen from differentially methylated clusters from the *soleus* RRBS data. Data were analysed with the provided PyroMark Q48 Autoprep software.

### cDNA synthesis and qPCR

cDNA was synthesized using the Bio-Rad iScript cDNA synthesis kit from 1 μg of RNA. qPCR was performed using conventional Sybr Green chemistry utilizing primers displayed in S1 Table. All primers were used at a final concentration of 200 nM. Relative quantification was determined by comparing samples to a standard curve of pooled cDNA and normalized to the housekeeping gene *18S*.

### Primary muscle cells

Muscle satellite cells were isolated from the complete hindlimbs of 30-week-old male mice (3 WT and 3 mD3AKO) as described [41]. Satellite cells were seeded at 20,000 cells/well (96-well plate format) on Seahorse XFe96 Cell Culture Microplates coated with 1% Matrigel basement membrane (Corning) and differentiated into myotubes in high glucose DMEM with 2% horse serum for 5 days. Real-time measurements of oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) were performed using a Seahorse XFe96 Extracellular Flux Analyzer (Agilent Technologies) utilising the Seahorse XF Cell Mito Stress Test kit (Agilent Technologies). OCR and ECAR were measured under basal conditions and after injection of final concentrations of 1 μM oligomycin, 2.3 μM FCCP, or 2.55 μM antimycin A combined with 1 μM rotenone. The measured values were normalized to protein levels by lysing the cells in 50 mM NaOH (70°C for 1 hour) and performing a BCA protein assay. 14–32 technical replicates (wells) were measured for each of the 3 primary muscle cell lines per genotype and an average was taken. The same satellite cells were grown and differentiated in parallel in 12-well plates for RNA extraction.

### Analysis of myofiber size

*Plantaris* muscles from 12-week-old mice were frozen in isopentane and embedded in paraffin blocks. 2 μm muscle sections were stained using Picrosirius red (Direct Red 80, Sigma) for 15 minutes and dehydrated in 99% ethanol. Slides were imaged on a Zeiss Primovert light microscope with the objective lens at 20x magnification. Myofiber cross sectional area (CSA) was calculated using ImageJ software (National Institutes of Health, Bethesda, MD) from at least 4 fields of view per slide and the average CSA per mouse was calculated.

### Data availability

RNA-seq and RRBS data are archived for public access at the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE152349) under accession number GSE152349. A summarised spreadsheet of the RNA-seq data is included in the supplemental information (S1 Spreadsheet). All of the numerical data underlying the figures is available in the supplemental information (S2 Spreadsheet).

### Statistical analysis

Data are expressed as means, error bars depict standard deviation. For mouse experiments utilising both female and male mice, results were analysed by 2-way ANOVA for a main effect of genotype and a main effect of sex. When exercise was included as a factor (Fig 2), both sexes were analysed individually by 2-way ANOVA for a main effect of genotype and a main effect of exercise. When only genotype was tested, results were analysed by a student’s t-test. When comparing between different muscle types, results were analysed by 2-way ANOVA for a main effect of genotype and a main effect of muscle. N number represents individual animals or cell lines derived from individual animals. Statistical analysis was performed in GraphPad Prism software (Prism 8). A p-value of less than 0.05 was considered statistically significant. Differential expression and differential methylation data were analysed for a main effect of genotype, a main effect of exercise and a genotype/exercise interaction. As there were no significant exercise/genotype interactions in either the RNA-seq or RRBS datasets, exercised and non-exercised mice were grouped together for the analysis performed in Fig 7. A false discovery rate (FDR) of less than 5% was considered significant.

## Supporting information

S1 Fig Skeletal muscle expression of *Dnmt3a* and gene ontology of differentially methylated regions between WT and mD3AKO muscle. (A) *Dnmt3a* expression in the EDL and *quadriceps* muscles of 36-40-week-old male WT and mD3AKO mice compared to the housekeeping gene *18S*, fold-change compared to WT, n = 10. Analysed by individual t-tests. Significant GO-BP (gene ontology—biological processes) terms from hypomethylated (B) clusters and (C) promoter regions when comparing mD3AKO to WT *soleus* muscle. There were no significant terms for hypermethylated regions. FDR 5%. *** P < 0.0005. Data are the mean (bar) with individual data points.
(TIF) Click here for additional data file.

S2 Fig Modest changes in DNA methylation in muscle after exercise. **(**A) Number of significantly differentially methylated regions in the *soleus* muscle when comparing genotype, time after exercise and a genotype/exercise interaction. (B) Percentage of total methylated cytosine residues quantified by RRBS in the *soleus* muscle of non-exercised mice (rest) or taken 10, 30 or 60 minutes after 30 minutes of treadmill running, combined male and female. Analysed by 2-way ANOVA, n = 6–7. Data are the mean (bar) with individual data points.
(TIF) Click here for additional data file.

S3 Fig No difference in skeletal muscle size or morphology between mD3AKO and WT mice. (A) *Soleus* and *tibialis* muscle weights of 36–40 week-old male and female WT and mD3AKO mice, n = 15–21. (B) Representative sirius red staining of the *plantaris* muscle of WT and mD3AKO mice from 12-week-old mice and (C) myofiber cross-sectional area, n = 7–9. Analysed by 2-way ANOVA for a main effect of genotype and a main effect of sex. (D) Gene expression of markers of slow and fast twitch fibers from the *soleus* muscle of 12-week old mice (male and female combined) normalised to WT, n = 12, analysed by individual t-tests. ♀♂ P < 0.05 main effect of sex. Data are box plots or the mean (bar) with individual data points.
(TIF) Click here for additional data file.

S4 Fig Correlations between the expression of differentially regulated transcripts by exercise and the DNA methylation of corresponding regions. Change in % methylation in promoter regions and gene bodies at (A, D) 10, (B, E) 30 and (C, F) 60 minutes after 30 minutes of treadmill running compared to rested muscle vs LogFC of RNA abundance in muscle 60 minutes after 30 minutes of treadmill running compared to rested muscle. A significant correlation is demonstrated by a blue line.
(TIF) Click here for additional data file.

S1 Spreadsheet Summarized RNA-seq data of the *soleus* muscle. Displaying main effect of genotype, main effect of exercise and a genotype/exercise interaction.
(XLSX) Click here for additional data file.

S2 Spreadsheet Raw numerical data from all figures. Raw data is displayed in an Excel spreadsheet with one sheet for each figure and supplemental figure.
(XLSX) Click here for additional data file.

S1 Table Table of qPCR and pyrosequencing primer sequences used in this study. (DOCX) Click here for additional data file.

# Supplementary material for: Ablation of DNA-methyltransferase 3A in skeletal muscle does not affect energy metabolism or exercise capacity
**Source:** PLoS Genet. 2021 Jan 29;17(1):e1009325. doi: 10.1371/journal.pgen.1009325
**Supplement:** S1 Table

**S1 Table. List of primer sequences used in this study**

| **qPCR primers** | | |
| --- | --- | --- |
| **Name** |  | **Sequence (5’ to 3’)** |
| *18S* | F | AGT CCC TGC CCT TTG TAC ACA |
|  | R | GAT CCG AGG GCC TCA CTA AAC |
| *Dnmt3a* | F | CAA GGA AGA GCG CCA GGA G |
|  | R | CTT GGG GGT GTC ACT GCT TT |
| *H19* | F | GAA CAG AAG CAT TCT AGG CTG G |
|  | R | TTC TAA GTG AAT TAC GGT GGG TG |
| *Aldh1l1* | F | CAG GAG GTT TAC TGC CAG CTA |
|  | R | CAC GTT GAG TTC TGC ACC CA |
| *Agtrap* | F | ATG CTT GGG GCA ACT TCA CTA |
|  | R | GCA GCA AGA GAA GGG CTT CA |
| *Pax7* | F | TGG GGT CTT CAT CAA CGG TC |
|  | R | ATC GGC ACA GAA TCT TGG AGA |
| *Eef1a1* | F | ACA CGT AGA TTC CGG CAA GTC |
|  | R | GAT GGT TCG CTT GTC GAT TCC |
| **PCR primers for pyrosequencing** | | |
| **Name** |  | **Sequence (5’ to 3’, bio - biotinylated on 5’ end)** |
| *H19* (gene body) | F | GGT ATT GGG GTA GTA TTG TTA AAG AG |
|  | R | bio - CCT CCT TTC CTA TAA TTC TAT TTC TTT C |
| *Aldh1l1* (promoter) | F | TTA GGT TTA GGG TAT GTT AGG TAA TGA AT |
|  | R | bio - AAA ACT CCC ACT TTC CCT TCT ACA AAA T |
| *Agtrap* (promoter) | F | AGG GTG TTA AAT GGT TTA ATA TTT GG |
|  | R | bio - TTC ATT TCC TAA ATT CTT TTT CTC TCT CA |
| *Pax7* (promoter) | F | GGA GGT AGG TTA TAT TTT TGG AAA TTA TGG |
|  | R | bio - CCT CAA TTC TCT AAA CAC TTT TTC TAT CC |
| *Eef1a1* (promoter) | F | TGG TTG GGA GAG GAA TAT AAT G |
|  | R | bio - CCA AAA AAC CAA CCC AAA AAC A |
| **Sequencing primers for pyrosequencing** | | |
| **Name** |  | **Sequence (5’ to 3’)** |
| *H19* | F | AGT TAT TTT AGG GAT TTT AAA TTAG |
| *Aldh1l1* | F | GGT ATG TTA GGT AAT GAA TTT T |
| *Agtrap* | F | GGT TTA ATA TTT GGG AGT TT |
| *Pax7* | F | ATA TTT TTG GAA ATT ATG GAG A |
| *Eef1a1* | F | ATA TAA TGT TGG GGA TTT TT |

How the deposited data were processed for this re-analysis (not part of the article)

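RNA of the *soleus* of 25 mice of 12 weeks was sequenced in 4 groups: 5 WT and 7 mD3AKO mice at rest, and 7 WT and 6 mD3AKO mice 60 minutes after a 30-minute treadmill bout. The mapping of each library to genotype, exercise, sex and mouse number was taken from the sample labels and the column names of the count table, and 0 columns belonged to other samples. The authors depleted ribosomal RNA from total RNA, made strand-specific libraries, read them as 75-bp paired ends, aligned the reads to mm10 and counted them on the genes of GENCODE release 15. The deposited values are these counts per gene and library, without normalization and without a filter on expression. For the processing of the reads the paper refers to an earlier study, and its text names neither the aligner nor the counting program and does not state whether counting used the strand. Counts of overlapping, nested and antisense genes and of near-identical copies can therefore hold reads of each other. Gene symbols were matched through GENCODE release 21, which gave a symbol for 52403 of 52636 genes and none for 233. All other assays of the paper were not analysed here.

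The totals ranged from 22671457 to 37431801 counts per library. At the median total of 32189360, a gene at 1 CPM rests on about 32.2 reads, so that genes near or under 1 CPM carry a large counting error. The 67 pairs of replicates all differed by more than sampling noise, with a lowest chi-square per gene of 14.5, and 0 pairs were identical. The sex of each label was checked with *Xist* and *Ddx3y* and the genotype with *Dnmt3a*.

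The main test was edgeR's quasi-likelihood F test (edgeR 4.0.16 and limma 3.58.1 in R 4.3.3, glmQLFit without the robust option) on the counts with TMM normalization. Genes were kept by filterByExpr with the 4 groups, a minimum count of 10 and a minimum total of 15, which left 16340 genes holding 99.9% to 100.0% of the counts of each library. The model had 1 mean per group. It had no term for sex, because the paper's statistics section names main effects of genotype and exercise and their interaction for differential expression and no term for sex there. A setting with sex in both the filter and the model, described with the differences from the paper's values, gave the paper's number of tested genes. Main effects of genotype and of exercise were averages over the other factor with equal weights, and the interaction was the difference of the responses to exercise of mD3AKO and WT mice. Standard errors are the log2 fold change divided by the square root of F. P-values were adjusted by the Benjamini-Hochberg method over the tested genes, and genes were called at an adjusted p under 0.05. CPM were computed from TMM-normalized library sizes, which were computed anew where mouse 15 was left out. CPM were compared with 2-sided permutation tests of 100000 resamples. Multidimensional scaling distances used the 500 genes that differed most in each pair of libraries, on log2 CPM with a prior count of 2. Sex was tested with 8 groups of sex, genotype and exercise. A group with at most 3 counts in every library was treated as at the floor, and a fold change against it was given as a lower bound at 3 counts.

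Of the gene lists, 21 were tested with limma's camera at a preset correlation of 0.01, and with fry and camera at an estimated correlation as alternatives, with adjustment over the 21 lists. The lists were those of DNA methylation enzymes, slow fiber genes, fast fiber genes, sarcomere genes, genes of muscle development and denervation, glutathione genes, imprinted genes, germline genes, clock genes, glucocorticoid targets, heat shock genes, immediate early genes, nuclear genes of oxidative phosphorylation, mitochondrially encoded genes, and markers of satellite cells, fibroblasts, endothelium, immune cells, adipocytes, Schwann cells and blood. The ontology terms of the paper were not rerun here. Words of 31 bases shared between genes were counted in the transcripts of GENCODE release 21.

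Genes are named where the paper names them, in its text or in Fig 2G–2J, Fig 7 or Fig 8, where a list holding them is reported, for *Dnmt1*, *Dnmt3l* and the Tet genes, and for the 5 largest rises and 5 largest falls per main effect among called genes with a mean log2 CPM of at least 0. The largest changes irrespective of expression are also named where the paper states a largest change. This rule, the sample mapping, the model, the tests, the gene lists and the alternatives were set before the data were examined. The fit with 8 groups in both the filter and the model, the fit with the blocks of mouse numbers 1 to 6, 7 to 19 and 20 to 25 as an additive term, the test of the list of DNA methylation enzymes without *Dnmt3a*, and the repeats of the tests of sex, of separation, of the lists and of the *Dnmt3a* and *Dnmt3b* means without single mice, were added after the data were seen. The alternatives were sex as an additive term, 8 groups in the model, an additive model without interaction, RLE normalization, DESeq2 1.42.0, limma-voom, every gene with at least 1 count, CPM above 1 in at least 5 libraries, the robust fit, each sex alone, the difference between genotypes at rest or after exercise in the fit over all 25 libraries, library-size CPM, other gene sets for the distances, windows of 2 and 10 Mb for positions, and each mouse left out in turn.

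The tests were tested on simulated data before use. Counts were drawn for the tested genes from the means and totals of these libraries, with 200 genes changed before filtering. Each gene had 1 mean over all libraries apart from its change and was drawn independently of the other genes. The main test recovered 92.0% of 199 genes changed by 1 on the log2 scale by genotype, with 2.66% of its calls false, and 89.3% of 197 genes changed by 1 by exercise. DESeq2 recovered as many genes for genotype, with 8.96% of its calls false. A difference of 2 in the response of the sexes was recovered for 83.3% of 198 genes.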

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

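The tests of library size, of incomplete removal of ribosomal RNA, of *CT010467.1*, of the region around *Gm31520* and *Gm44289* and of an insertion of the transgene were chosen only after the result was seen. A value far from the others of its group was searched for in 8 measures and 4 groups of 5 to 7 mice. In these 32 comparisons 4 such values were found, from 3 mice, where chance gives about 1.6 (1 in 20).

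Mouse 15, a rested mD3AKO male, had 39.5% of its counts on *mt-Rnr2*, *mt-Rnr1* and *CT010467.1*, against 8.19% to 10.5% in the 6 other mice of its group. *CT010467.1* is a ribosomal RNA gene on chromosome 17 (39846353 to 39848827), and the other 2 are the ribosomal RNA genes of the mitochondrial genome. A higher content of mitochondria would raise the mitochondrial messenger RNAs as well, and 7 of 7 of these were above every other rested mD3AKO mouse, with a median ratio of 1.98 to the median of the others (from 1.57 to 2.89). The ratios of *mt-Rnr2* and *mt-Rnr1* were higher, at 4.93 and 16.2, and that of *CT010467.1*, a nuclear gene, was 373, which more mitochondria do not account for. The 59 nuclear genes of oxidative phosphorylation had a median ratio of 1.21. If ribosomal RNA had only been removed less completely, mouse 15 would lie no farther from its group than other mice on the remaining genes. With the 3 genes left out at full depth, its mean distance was the largest, at 2.45 against at most 2.36 for another mouse. With each library also thinned to 13708342 counts in 20 draws, it ranked 2 among the 25 mice, at 2.22 against 2.29 for mouse 21. Because mouse 15 stood near the top in both, this test does not show incomplete removal to be the only difference. Incomplete removal of ribosomal RNA stays open for *CT010467.1*. For the mitochondrial messenger RNAs a higher content of mitochondria stays open as well.

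In the same mouse, *Ppargc1a* was at 58.1 CPM, where the next rested mD3AKO mouse had 38.9 CPM. *Dnmt3b* was at 1.47 CPM in mouse 25, an exercised WT female, where the next mouse of its group had 1.01 CPM, and *Nr4a3* at 3.40 CPM in mouse 2, a rested mD3AKO female, where the next had 2.13 CPM. No technical and no biological explanation was tested for these 3 values.

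The response to exercise differed between males and females in 9 genes at an adjusted p under 0.05 (edgeR with 8 groups, 546 genes at an unadjusted p under 0.05). These were *Bcl2l11* with a difference of 0.96 on the log2 scale, *Arid5b* with 1.00, *Dnajb1* with 1.72, *Srxn1* with 1.04, *Hspa1a* with 2.56, *Hspa1b* with 2.66, *Dnajb4* with 0.78, *Gm10097* with 1.79 and *Ifrd1* with 1.06, and all 9 had the larger rise in males (adjusted p from 0.0085 to 0.0410). Of the 31-base words of *Hspa1a*, 63.8% occur in *Hspa1b*, and 67.6% of those of *Hspa1b* in *Hspa1a*, and the counting can split their reads. Without mouse 6 only 2 genes passed, and without mouse 23 there were 17. Of 100 splits of the mice into males and females within the 4 groups, 1 gave as many genes, the real split itself, and the others gave at most 7. The median totals of the 4 groups of sex and exercise differed by at most a ratio of 1.11, less than the responses differed, so library size is excluded as the whole cause. The males carry the numbers 7 to 19 and the females 1 to 6 and 20 to 25. The male response was outside that of both female blocks for 9 of 9 genes, with median responses of 0.19 in females 1 to 6, 1.35 in males and 0.68 in females 20 to 25. Because each block holds a single sex and the genes were chosen for the difference, sex and a batch that followed the numbers cannot be told apart. A difference between the sexes stays open, untested against such a batch.

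*Gm31520* and *Gm44289*, which the paper does not discuss, had at most 3 counts in every WT library and were at least 22.4-fold and at least 17.1-fold higher in mD3AKO mice. Reads of a near-identical transcript are excluded as the whole cause, since 4.23% of the 31-base words of *Gm31520* occur in transcripts of another gene, *Sc5d*, and 0 of those of *Gm44289*. A change of the whole region is excluded as well, since of 10 other tested genes within 1 Mb, 0 passed for genotype and 0 had an unadjusted p under 0.05, with log2 fold changes from −0.20 to 0.39. All 13 mD3AKO mice were above every WT mouse for both genes, which both the loss of DNMT3A and an insertion of the mCK-Cre transgene nearby would give. Because the transgene and the loss of DNMT3A are in the same mice, these explanations cannot be told apart.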

How the results depend on the processing

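No paired analysis was possible because each mouse has a number of its own and no 2 groups share one. The mice fall into 3 blocks of numbers, females 1 to 6, males 7 to 19 and females 20 to 25, and a fit with these blocks as an additive term was added after seeing the data.

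For genotype, the 44 calls (37 up, 7 down) became 72 (53 up, 19 down) with sex as an additive term, 81 (61 up, 20 down) with DESeq2, 63 (49 up, 14 down) with 8 groups in the model, 60 (47 up, 13 down) with 8 groups in both filter and model, chosen after seeing the data, and 97 (64 up, 33 down) with the number blocks. The cause of these differences between settings was not tested. The fit with 8 groups in both filter and model gave the paper's 13 genes down and its 17389 tested genes. All 44 genes were called with DESeq2, with sex as an additive term and with the number blocks, and 42 with 8 groups in the model. The share of calls that were up was 84.1% in the main setting and 73.6% with sex as an additive term, and 66.0% with the number blocks. Single-sex fits, on fewer mice, gave 6 (5 up, 1 down) in females and 23 (20 up, 3 down) in males. The differences between genotypes at rest and after exercise, each from the fit over all 25 libraries, gave 15 (14 up, 1 down) and 18 (17 up, 1 down). The additive model gave 46 calls, RLE and the robust fit 44 each, limma-voom 42, every gene with at least 1 count 42 and CPM above 1 in at least 5 libraries 36. With each mouse left out in turn, there were 35 to 48 calls, 28 to 41 up and 5 to 9 down.

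For exercise, the 1699 calls (932 up, 767 down) became 512 (334 up, 178 down) in females and 966 (573 up, 393 down) in males, fits on fewer mice. All other alternatives gave between 1489 and 2044 calls, the most with the number blocks. With each mouse left out, there were 1539 to 1804 calls. The interaction gave 0 calls in every fit, with 252 to 1314 genes at an unadjusted p under 0.05 apart from the fits that left out single mice.

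Of 86 log2 fold changes of named genes, 24 kept their direction and their side of the threshold in the 15 alternatives that left out no single mouse, where they could be fitted. In females alone 35 of the 86 no longer passed, in males alone 24, between the genotypes at rest 25 and after exercise 23. With limma-voom 3 did not (*Elf3*, *3930402G23Rik* and *Lhfpl4*), and with every gene that had at least 1 count 5 (*Cux1*, *Mr1*, *Tulp3*, *Mpv17* and *Lhfpl4*). In at least 1 alternative 18 genes came past the threshold, 18 of them with 8 groups in both filter and model, 17 with 8 groups in the model, 17 with the number blocks, 16 with sex as an additive term, 10 with DESeq2, 3 in males, 2 with the additive model, 2 with every gene with at least 1 count, 1 with limma-voom and 1 with CPM above 1 in at least 5 libraries. The directions that reversed were of small or imprecise changes. *Dnmt3b* was −0.076 at rest and its mean CPM fell by 0.0212% in library-size CPM. *Tet1* was 0.12 in females, *Tet3* −0.026 at rest, the interaction of *Nr4a3* −0.43 in females and that of *Hk2* 0.029 in males. *Myh4* was 0.057 in males, against −3.61 in females, *Myh1* −0.077 in males, and *Myh7* −0.052 after exercise. *Myh2* was −0.0028 with sex as an additive term, −0.0029 with the number blocks, −0.0035 with limma-voom, −0.053 in females and −0.15 at rest. The cause was not tested.

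With each mouse left out, *Dnmt3b* ranged from −0.046 to 0.082 with 11 reversed signs, the interaction of *Hk2* from −0.078 to 0.036 (reversed without mouse 3, 8, 15 or 20), *Myh7* from −0.038 (without mouse 2) to 0.11, *Myh2* from −0.021 to 0.065 with 12 reversed signs and *Myh1* from −0.014 to 0.14 (reversed without mouse 1, 17 or 20). *Pax7* was called in 8 of 25 such fits (adjusted p from 0.0110 to 0.106, the highest without mouse 11), *Cux1* in all but those without mouse 1, 2, 5, 11, 13, 14, 15, 17, 18, 20 or 25 (highest 0.0668, without mouse 15) and *Lhfpl4* in 7 (highest 0.111, without mouse 1). *Mr1*, *Tulp3* and *Mpv17* were called in 10 each, *3930402G23Rik* in 14 and *Pkhd1* in 21. Of the genes not called over all mice, *Gstm2* was called without mouse 23 (0.0210), *Myog* without mouse 3, 6, 12 or 22, *Efcab6* without mouse 2, 11 or 16, *Tmem50b* without mouse 2, 9 or 24, *Itm2a* without mouse 8 or 15, *Cabcoco1* without mouse 2 or 23, and *Zfp783* and *Ppp1r3b* without mouse 25.

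The repeats of the remaining tests without single mice were added after the data were seen. Genes that differed by sex numbered 865 (without mouse 20) to 1769. Genes with a different effect of genotype in the sexes numbered 0 to 2 (without mouse 14). Genes with a different response to exercise in the sexes numbered 2 (without mouse 6) to 17 (without mouse 23), with 4 without mouse 1, 3 without mouse 3 and 5 without mouse 14. Of the 21 gene lists, 6 were called for genotype, 9 with the number blocks, 5 with *Dnmt3a* taken out of its list, 3 with fry, 0 with an estimated correlation, and 3 (without mouse 7) to 8 with a mouse left out. For exercise 5 were called, 1 with an estimated correlation, and 5 to 7 with a mouse left out. Genotype accounted for 4.83% to 5.72% of the squared distances between libraries, exercise for 14.5% to 15.6% and sex for 16.8% to 17.8%.

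Depth limits the genes near the filter. *Dnmt3b* rested on 8 to 50 reads per library, and its standard error of 0.149, which holds the spread between mice as well as the counting error, limits the change that could be detected.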

Differences from the paper's values

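The number of genes that were lower in mD3AKO mice was 7, against the paper's 13. Of the alternatives set before the data were examined, 8 groups in the model came closest, at 14. Sex as an additive term gave 19 and DESeq2 20. The 25 fits that each left out a mouse gave 5 to 9, the most without mouse 2. The additive model gave 8 and every gene with at least 1 count 6. RLE normalization, limma-voom, CPM above 1 in at least 5 libraries and the robust fit gave 7 each. Females alone gave 1, males alone 3, and the genotypes compared at rest or after exercise 1 each. With 8 groups in both the filter and the model, a setting chosen after seeing the values, the number was 13 and the number of tested genes 17389, the paper's number as well. That setting gave 60 genes changed by genotype and 47 of them up, against the paper's 56 and 43, and 1819 genes changed by exercise, against the paper's 1615. With the blocks of mouse numbers as an additive term, also chosen after seeing the values, 33 genes were lower.

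The mean of *Dnmt3a* was 116 CPM in WT and 40.9 CPM in mD3AKO mice, against the paper's 26.7 and 11.3 in the values behind Fig 1C. With library-size CPM in place of TMM-normalized CPM the means were 118 and 40.9 CPM, and this alternative set before the data were examined, the one run on these means, did not close the gap. The paper's reduction from these values is 57.5%. For *Dnmt3b* the means were 1.02 and 1.03 CPM, against the paper's 0.712 and 0.827, so no single factor relates the CPM of both genes to the paper's values.

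The paper gives *Atf3* as the gene with the largest increase after exercise. Here *Gm42613*, *Gm42614*, *Gm42615* and *Gm43605*, inside *Ppargc1a*, had larger log2 fold changes of 5.35, 5.05, 4.87 and 4.62 against 4.30 for *Atf3*. In males alone *Atf3* was the larger, at 5.27 against at most 4.98 for these genes, and in females alone it was the smaller, at 2.52. The paper gives *Myh8* as the gene most increased in mD3AKO mice. Here *Gm31520* and *Gm44289* were at least 22.4-fold and at least 17.1-fold higher, against 10.5-fold for *Myh8*.

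Fig 7B of the paper shows 55 genes as altered, and 18 of these did not pass here (edgeR). They were *Myog* (adjusted p = 0.0543), *Efcab6* (0.0546), *Tmem50b* (0.0569), *Itm2a* (0.0812), *Zfp783* (0.0842), *Cabcoco1* (0.0848), *Gstm2* (0.104), *Dnaic1* (0.126), *Slc13a4* (0.141), *Ppp1r3b* (0.168), *Krt222* (0.186), *Hfe* (0.343), *Wnt16* (0.346), *Hnmt* (0.346), *Sln* (0.351), *Amhr2* (0.493), *Ripor2* (0.570) and *Tmem37* (0.580). With 8 groups in the model, 17 of them passed, all but *Zfp783*, and with sex as an additive term 16, all but *Zfp783* and *Slc13a4*. DESeq2 called 10 of them, *Dnaic1*, *Myog*, *Slc13a4*, *Ppp1r3b*, *Zfp783*, *Itm2a*, *Tmem50b*, *Gstm2*, *Efcab6* and *Cabcoco1*. Males alone called *Myog*, *Zfp783* and *Gstm2*, every gene with at least 1 count *Myog* and *Efcab6*, the additive model *Tmem50b* and *Efcab6*, limma-voom *Zfp783*, and CPM above 1 in at least 5 libraries *Tmem50b*. RLE normalization, the robust fit, females alone, and the genotypes compared at rest or after exercise called 0 of them.

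Of the fits that each left out a mouse, *Myog* passed without mouse 3, 6, 12 or 22, *Efcab6* without mouse 2, 11 or 16, *Tmem50b* without mouse 2, 9 or 24, *Itm2a* without mouse 8 or 15, *Cabcoco1* without mouse 2 or 23, *Zfp783* and *Ppp1r3b* without mouse 25, and *Gstm2* without mouse 23. With 8 groups in both the filter and the model, chosen after seeing the values, all 18 passed, and with the blocks of mouse numbers as an additive term, also chosen after seeing the values, 17, all but *Zfp783*. With 8 groups in both, the adjusted p was 0.0235 for *Myog*, 0.0445 for *Wnt16* and 1.9e-04 for *Gstm2*, the values of the paper's S1 Spreadsheet as well. For these genes, the difference from the paper goes with leaving sex out of the main fit.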

Other observations

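Of the tests in this part, those of random splits of the sexes for the genes changed by sex, of permuted directions of host genes, of the number blocks as a term in the model and of the DNA methylation enzymes without *Dnmt3a* were chosen only after the result was seen. For each comparison of groups, labels were dealt at random and the fit was repeated, with 100 splits that include the real one. For exercise, 1 of the 100 splits gave as many calls as the 1699 observed, the real split itself, where the others gave a median of 0 and at most 1254. For genotype, 3 gave as many as 44, where the others gave a median of 0 and at most 232. For the interaction, with 0 calls, 87 splits gave as many as the 403 genes at an unadjusted p under 0.05. For sex, 1 gave as many as 1413 calls, the real split, and the others gave at most 3. No gene had an effect of genotype that differed between the sexes, 280 had an unadjusted p under 0.05, and 97 splits gave as many.

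The 4 genes inside *Ppargc1a* led to a hypothesis on nested genes in general. If unspliced RNA of a host gene is counted on the genes inside it, genes inside a host that rose after exercise would mostly rise and those inside a host that fell would mostly fall. The genes inside *Ppargc1a* were left out of the test. Of 67 other tested genes on the same strand inside hosts that rose, 83.6% were higher after exercise, against 31.0% of 29 inside hosts that fell. Because genes inside the same host are not independent, the share was also averaged over hosts, and was 79.0% in 42 hosts that rose and 22.9% in 16 that fell (2-sided permutation test of the hosts' directions, p = 5e-05). On the opposite strand, where strand-specific counting would keep such reads apart, 84.4% of 45 were higher inside hosts that rose, against 22.2% of 36 inside hosts that fell, and the averages were 82.5% over 40 hosts and 17.2% over 29 (p = 1e-05, the smallest value that 100000 permutations can give). Unspliced RNA of the host gene, counted without regard to strand, is a candidate explanation for both, and shared regulation of neighbouring genes stays open, untested.

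The female mice carry the numbers 1 to 6 and 20 to 25. These 2 blocks accounted for 20.5% of the squared distances between the 12 female libraries, where exercise accounted for 20.3%. Of 108 relabellings of the blocks within the 4 groups, 1 gave as large a share, the real one, so that unequal shares of the 4 groups between the blocks are excluded as the whole cause. With the blocks 1 to 6, 7 to 19 and 20 to 25 as an additive term in the model, 97 genes were called for genotype, among them all 44 called without it, 2044 for exercise, of which 1671 are among the 1699, and 0 for the interaction (539 at an unadjusted p under 0.05). The paper's text does not state what the numbers stand for, and no biological explanation was tested. The males, with numbers 7 to 19, hold no such pair of blocks.

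Of the 21 gene lists, 6 passed for genotype with camera at a preset correlation. The genes of muscle development and denervation were higher in mD3AKO mice (adjusted p = 2.1e-09, 15 of 16 genes up, 2 called over all genes and 5 adjusted over the list alone), and 4 of them are also in the sarcomere list. Adipocyte markers were lower (6.3e-04, 0 of 7 up), with a log2 fold change of −0.19 for *Fabp4*, the most abundant. Glutathione genes and glucocorticoid targets (0.0374, 2 of 12 up, 0 over all genes and 2 adjusted over the list alone) were lower, and heat shock genes higher (0.0374, 10 of 10 up). The list of DNA methylation enzymes (0.0374, 4 of 7 up, median log2 fold change 0.017) holds the deleted gene, and without *Dnmt3a* it did not pass (0.908). Of these, the lists of development and denervation, glutathione and DNA methylation enzymes also passed with fry, and 0 passed with an estimated correlation. With single mice left out, heat shock genes passed in 14 of 25 fits (up to 0.658, without mouse 19), DNA methylation enzymes in 14 (up to 0.150, without mouse 15) and glucocorticoid targets in 18 (up to 0.100, without mouse 11), while the other 3 lists passed in all 25. With sex as an additive term, the DNA methylation enzymes did not pass (0.0500) and the other 5 lists did. Of the 100 splits, 46 called as many lists for genotype, so the number of calls is what random splits give. The lists of imprinted genes (0.0565), immediate early genes (0.0565), clock genes, nuclear genes of oxidative phosphorylation, mitochondrially encoded genes, germline genes, and markers of satellite cells, fibroblasts, endothelium, immune cells, Schwann cells and blood did not pass, with adjusted p-values up to 0.976. Of these, the imprinted and the immediate early genes passed with sex (0.0264 each) or the number blocks (0.0382 each) as an additive term and in 9 of 25 fits each with single mice left out (from 0.0067 without mouse 15 to 0.199 without mouse 21, and from 0.0035 without mouse 20 to 0.644 without mouse 13). The nuclear genes of oxidative phosphorylation passed without mouse 20 (0.0035) or 25.

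For exercise, 5 lists passed with camera and with fry, and with an estimated correlation only the first of them. Glucocorticoid targets rose (3.1e-21, 12 of 12 up, 11 called over all genes and 11 adjusted over the list alone), as did heat shock genes (7.2e-11, 10 of 10 up, 9 and 10) and immediate early genes (8.3e-10, 10 of 15 up, 8 and 9). Endothelial markers fell (2.3e-06, 0 of 6 up, 5 and 5), with *Pecam1* the most abundant, and satellite cell markers fell (0.0203, 3 of 9 up, 3 and 5). These 5 passed in each of the 25 fits that left out 1 mouse and with sex as an additive term. The other lists had adjusted p-values of 0.153 to 0.902. Of these, the nuclear genes of oxidative phosphorylation (0.413, 54 of 59 up) passed with sex as an additive term (0.0104) and without mouse 15 or 25 (0.0326 without mouse 25, up to 0.919 without mouse 20), and fibroblast markers (0.153, 0 of 8 up) without mouse 15 (0.0342) or 23. Of the 100 splits, 74 called as many lists.

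No window held more of the genes called for genotype than random draws commonly did. A count of genes per window cannot register a single close pair, such as *Gm31520* and *Gm44289*, which lie 5949 bp apart. At most 2 of the 44 lay within 5 Mb, which 99.6% of 10000 random draws of as many tested genes reached. Within 2 Mb at most 2 lay together (92.5% of draws) and within 10 Mb at most 3 (59.3%). Of 97 genes with an unadjusted p under 0.001, at most 3 lay within 5 Mb (95.8%).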
